# Transcriptomic Profiling of Diabetic Porcine Wound Healing Model Identifies Key Metabolic, Inflammatory, and Oxidative Stress Pathways

**DOI:** 10.1111/wrr.70185

**Published:** 2026-07-02

**Authors:** Joshua T. McCune, Mariah G. Bezold, Jeffrey M. Davidson, C. Henrique Serezani, Rebecca S. Cook, Craig L. Duvall

**Keywords:** diabetic foot ulcer, porcine model, RNA‐seq, streptozotocin, wound healing

## Abstract

Diabetic foot ulcers remain a major clinical challenge as diabetes prevalence rises, emphasising the need for improved therapeutics and relevant preclinical models. Common rodent wound‐healing models poorly recapitulate human skin anatomy and repair. Although porcine skin is comparable to human skin, many studies employ young, healthy pigs that do not reflect typical diabetic human wounds. Here, we evaluated wound healing in full‐thickness skin wounds in non‐diabetic and diabetic Yucatan minipigs. RNA sequencing identified key transcriptional differences in wounds of diabetic versus non‐diabetic animals, including pathways linked to increased inflammation and oxidative stress, as well as decreased metabolism and extracellular matrix organisation, known hallmarks of diabetic wounds. These findings support this preclinical model as a powerful approach for discovery and therapeutic testing in diabetic wounds and provide a novel data set for further mining of potential gene targets for diabetic wound intervention.

## 1 Introduction

Diabetic foot ulcers (DFUs) are associated with high rates of lower limb amputation and increased patient mortality [1]. The DFU microenvironment is complex—involving persistent inflammation, dysregulation of fibroblasts and keratinocytes, imbalanced extracellular matrix (ECM) production, oxidative stress, and metabolic dysfunction, all of which delay wound healing [2]. With an aging population and rising diabetes rates, there is a pressing need to improve DFU therapies. However, testing of new treatments and drugs is limited to a few suitable animal models that recapitulate the diabetic condition and molecular factors driving DFUs. Although commonly used diabetic mouse wound‐healing models (e.g., streptozotocin‐induced, db/db, NOD) have provided valuable insight, they lack key features of human skin and heal primarily through contraction, necessitating stenting for accurate wound‐healing studies [2]. Porcine wound‐healing models are more relevant due to their anatomical and physiological similarities to human skin; however, comprehensive characterisation of diabetic porcine models remains limited [2, 3, 4]. In this study, we have characterised a streptozotocin‐induced (STZ) porcine model of full‐thickness wound healing at an early time point, detailing evidence of delayed wound closure and, for the first time, comparing bulk transcriptomic differences across diabetic and non‐diabetic wounds within this model.

## 2 Materials and Methods

All materials and methods are detailed in the Supporting Information Materials and Methods section.

## 3 Results and Discussion

### 3.1 Streptozotocin‐Induced Diabetes Impairs Wound Healing in Yucatan Minipigs

We induced diabetes in a Yucatan minipig via intravenous infusion of STZ (125 mg/kg), followed by a 60‐day maturation period with supplemental insulin to establish a hyperglycemic state while maintaining animal viability (Figure 1A). The diabetic state was confirmed based on the classic symptoms of hyperglycemia (e.g., polyuria, polydipsia) and a blood glucose level in the hyperglycemic range (≥ 200 mg/dL) (Figures 1B, S1A,B) [5]. Insulin was discontinued one week before wounding to mirror clinical scenarios in which diabetes remains poorly controlled and promote the underlying pathophysiology of chronic wounds. Full‐thickness skin wounds were created 60 days after diabetes induction using a 2 cm biopsy punch. Identical wounds were generated in a non‐diabetic Yucatan minipig to compare the effect of diabetes on wound healing in this model. Wound area was measured over 10 days, after which the study was terminated, capturing an early wound‐healing timepoint to assess differences in the resolution of inflammation, granulation tissue formation, and re‐epithelialization. The diabetic wounds demonstrated significant delays in wound closure and contraction, quantified by digital planimetry (Figures 1C,D, S1C), as well as epithelial migration/re‐epithelialization, quantified by immunostaining for cytokeratin 14 (Figures 1E, S1D), compared with non‐diabetic wounds. Histological examination of diabetic wounds revealed striking differences in immune cell infiltration and phenotype with reduced collagen/granulation tissue deposition compared with non‐diabetic wounds (Figures 1F, 2F and S2). These results highlight diabetes‐associated wound‐healing impairments, including delayed wound closure, diminished matrix deposition, and decreased re‐epithelialization, closely resembling the wound healing deficits that characterise human DFUs [6, 7, 8].

**FIGURE 1:**
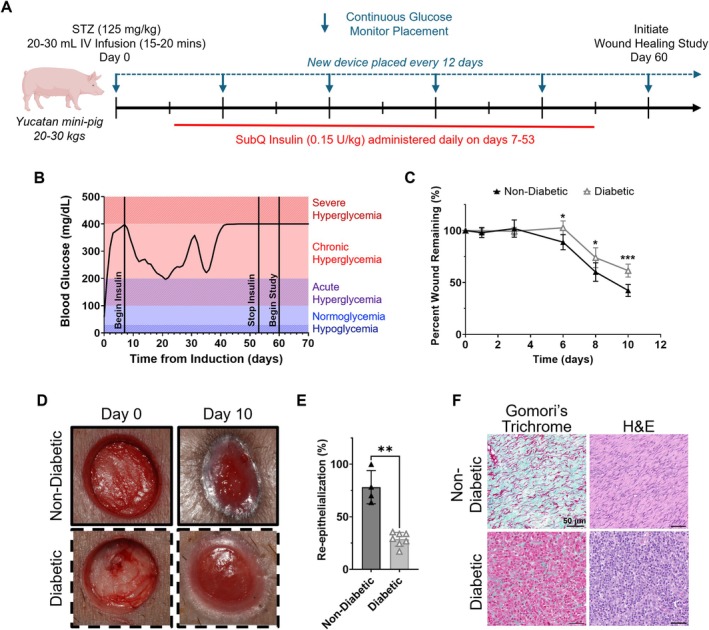
Streptozotocin induction and wound healing study in Yucatan minipig. (A) Scheme and timeline of STZ induction and wound healing study, (B) daily average blood glucose concentration of diabetic minipig, (C) full‐thickness wound closure rates over time quantified from macroscopic photographs of the wounds (on‐Diabetic *N* = 4, Diabetic *N* = 7), (D) representative images of wounds at day 0 and 10, (E) re‐epithelialization of wounds at day 10 quantified from immunohistochemistry (IHC) of cytokeratin14, and (F) representative histology of wounds at day 10. *p < 0.05, **p < 0.01, and ***p < 0.001, by Welch's unpaired t‐test.

**FIGURE 2:**
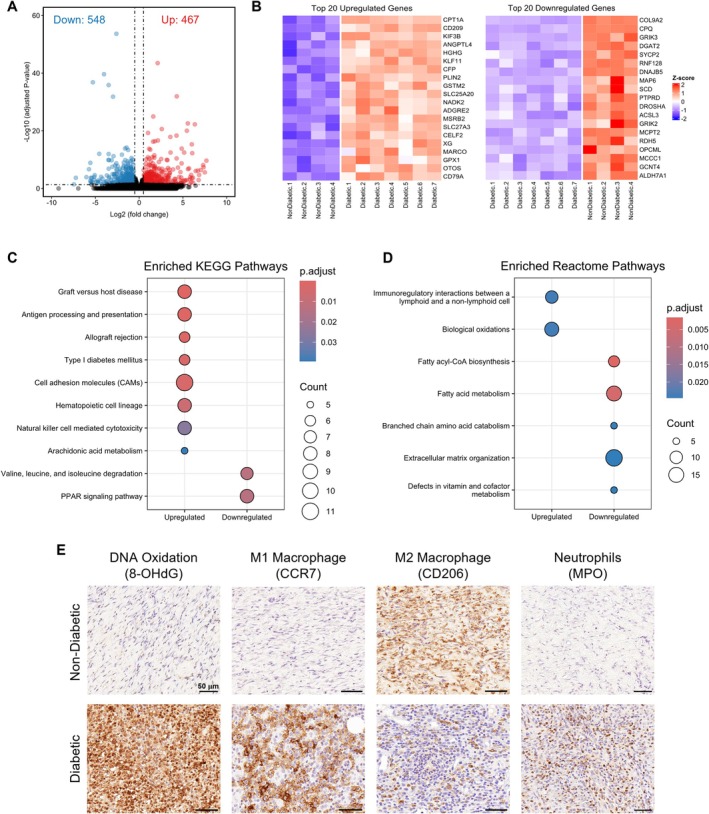
Differential gene expression analysis, functional enrichment analysis, and immunohistochemistry (IHC) comparing non‐diabetic (*N* = 4) and diabetic wounds (*N* = 7). (A) Volcano plot of differentially expressed genes, (B) heatmaps of top 20 upregulated and downregulated genes within the gene set, (C) KEGG enrichment analysis results, (D) Reactome enrichment analysis results, and (E) representative IHC of immune cell populations in diabetic and non‐diabetic wounds on day 10.

### 3.2 Wounds in Diabetic Minipigs Exhibit Different Transcriptional Profiles Than Non‐Diabetic Wounds

Bulk RNA sequencing of diabetic wounds (*N* = 7) revealed distinct gene expression profiles compared to non‐diabetic wounds (*N* = 4), with 1015 genes demonstrating differential expression (|Log2FC| > 0.5, adjusted *p* < 0.05) (Figure 2A). 

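Total RNA was sequenced from 7 full-thickness wounds of the diabetic minipig and 4 wounds of the non-diabetic minipig, all excised on day 10, with 1 library per wound. All wounds of a group came from 1 minipig, so the spread within a group is the spread between wounds of the same animal. The authors trimmed the reads with fastp, mapped them to the pig genome (Sscrofa11.1) with HISAT2, counted them on genes with featureCounts and deposited values scaled by gene length and library size (FPKM) for 30376 genes. The gene identifiers and coordinates in the deposited values are those of the NCBI annotation of Sscrofa11.1, with the same start for 100.0% of the 30335 identifiers found in it. The paper's text names neither the annotation release nor the formula behind the FPKM values. Multiplied by the gene's length, 100.0% of the values in every library were whole multiples of 1 step per library, to within 0.05 reads, and the number of reads behind each value was recovered from that step. Between 28314785 and 40168372 reads per diabetic wound fell on genes, with a median of 34596338, against 32961018 to 36872400 reads per non-diabetic wound, with a median of 33465950. A single read on a gene of 2 kb corresponded to 0.0112 to 0.0194 FPKM. The library size that the authors divided by was 0.8538 to 1.1776 times the summed reads and followed median-of-ratios size factors, so the values already carried a scaling between libraries. From there, log2(FPKM + 0.5) was compared between the groups for the genes with an FPKM of at least 0.5 in at least 4 libraries, with limma's moderated test, a trend of the spread with expression, equal weights for the 11 libraries and Benjamini-Hochberg adjustment over the genes tested. A gene was called at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 0.5. Genes under the filter were compared by a two-sided exact permutation test of the mean log2 value. The test used all 330 splits of the wounds into 7 and 4, and its smallest p is 0.00303. Genes under the filter entered limma only in alternatives that changed the filter. Sets of genes were tested as 33 lists written from general knowledge after Table S1 had been read, by limma's fry with Benjamini-Hochberg adjustment over the lists.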

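Of the 13956 genes tested, 188 were called higher and 231 lower in diabetic wounds (limma). At an unadjusted p under 0.05 and the same fold change threshold, the number was 995. The paper's 1015 genes come from DESeq2 on raw counts, which was not run here. The filter left 234 of the 1015 untested, so the counts of called genes are not like for like. In 789 of the tested genes (5.65%) every diabetic wound lay on the same side of every non-diabetic wound, against 0.606% by chance, and 380 of the called genes were among them. With the replicate number of the labels as a block, 11 genes were called higher and 5 lower, and with library weights 406 and 416 (limma). Replicate numbers do not pair wounds between the minipigs, and the block compares 4 wounds with 4, so it gives fewer calls by construction. The smallest adjusted p among the genes called higher belonged to CPT1A, LOC102164657, KIF3B, ISYNA1 and ERAP1, and among those called lower to COL9A2, CPQ, LOC110259135, LOC100152209 and MARC2. KIF3B, which encodes a kinesin and lies on chromosome 17 from 35914214 to 35962332, had a mean of 8.18 ± 0.720 FPKM (SD, n = 7) in diabetic wounds and 2.68 ± 0.556 FPKM (SD, n = 4) in non-diabetic wounds, a log2 fold change of 1.46 (standard error 0.11, adjusted p = 4.92e-05, limma). ISYNA1, an inositol phosphate synthase gene on chromosome 2, had 16.9 and 8.41 FPKM (log2 fold change 0.96, standard error 0.08, adjusted p = 7.44e-05, limma). LOC102164657, a long non-coding RNA on chromosome 17, had 41 to 84 reads per diabetic wound and 0 to 1 per non-diabetic wound. LOC100152209 on chromosome 14, described as glutathione S-transferase omega-2, had 0.309 ± 0.0840 FPKM in diabetic and 2.43 ± 0.328 FPKM in non-diabetic wounds (log2 fold change -1.86, standard error 0.12, adjusted p = 1.08e-05, limma). MARC2, a mitochondrial amidoxime reducing component gene on chromosome 10, had 1.34 ± 0.482 and 15.0 ± 2.98 FPKM (log2 fold change -3.10, standard error 0.20, adjusted p = 1.24e-05, limma). The first principal component, with 44.53% of the variance, set diabetic replicate 4 and non-diabetic replicate 1 apart from the other 9 wounds. On the second, with 18.48%, non-diabetic wounds scored from 9.569 to 34.818. The groups overlapped there through diabetic replicate 1, at 21.05, and every other diabetic wound lay below all non-diabetic wounds. From the genes past its thresholds, the paper concludes that the diabetic wounds had distinct gene expression profiles.

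**Figure D1:**
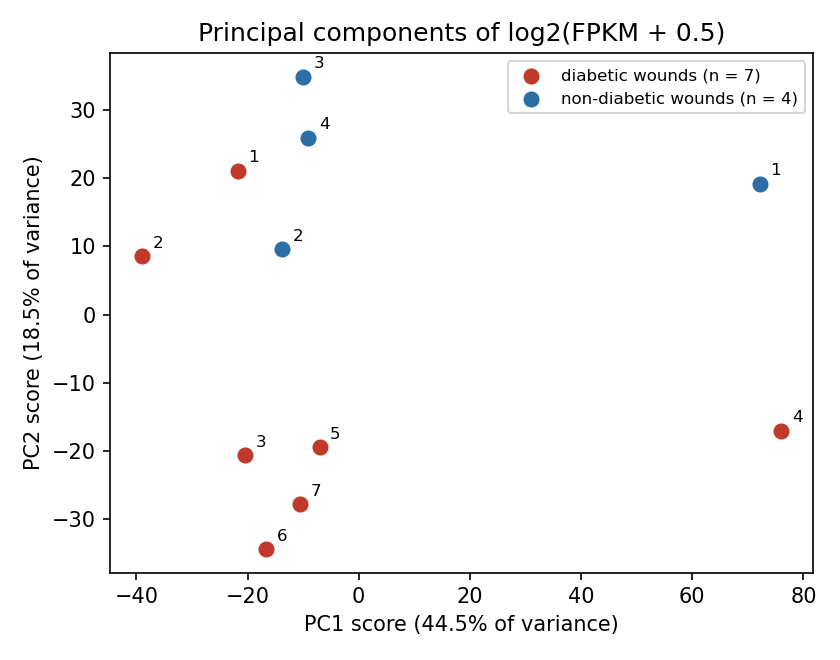
Scores of the 11 wounds on the first and second principal components of log2(FPKM + 0.5), with the share of variance on each axis. Points are wounds labelled by replicate number, red for diabetic (n = 7) and blue for non-diabetic (n = 4). Diabetic replicate 4 and non-diabetic replicate 1 score 76.0 and 72.2 on the first component and every other wound is below 0.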

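The heatmaps of Figure 2B hold 20 upregulated genes, all of which were tested and called higher in diabetic wounds by limma, with log2 fold changes between 0.81 and 4.04. Of the 19 downregulated genes named there, 16 passed the filter on low values and all 16 were called lower. GRIK2, MAP6 and OPCML did not pass it, with at most 1.31 FPKM in any wound, and in each of these every diabetic wound lay below every non-diabetic wound. CPT1A, the gene of the enzyme that commits fatty acids to mitochondrial import, lies on chromosome 2 from 4250642 to 4293914 and had a mean of 33.9 ± 1.59 FPKM (SD, n = 7) in diabetic and 7.84 ± 1.82 FPKM (SD, n = 4) in non-diabetic wounds. Its log2 fold change was 2.07 (standard error 0.12, adjusted p = 6.54e-06, limma). PLIN2, a lipid droplet gene on chromosome 1 from 203683867 to 203709277, had 48.2 ± 6.46 and 16.0 ± 3.95 FPKM, and SLC25A20, the carnitine carrier gene on chromosome 13 from 31523820 to 31553289, had 27.0 ± 2.63 and 12.3 ± 1.95 FPKM. CPQ, a carboxypeptidase gene on chromosome 4, fell from 19.7 ± 1.56 FPKM in non-diabetic to 3.24 ± 0.615 FPKM in diabetic wounds, a log2 fold change of -2.44 (standard error 0.13, adjusted p = 3.15e-06, limma). The gene described as DGAT2 that Table S1 lists is LOC110259135, a DGAT2-like gene on an unplaced scaffold, with 0.674 ± 0.343 FPKM in diabetic and 26.3 ± 9.19 FPKM in non-diabetic wounds (log2 fold change -4.51, standard error 0.28, adjusted p = 1.08e-05, limma). DGAT2 itself, on chromosome 9 from 10032163 to 10066082, had 18.8 and 23.0 FPKM, a difference within the spread between wounds (log2 fold change -0.40, standard error 0.44, adjusted p = 0.681, limma). Among the genes of oxidative stress, LOC780435, described as glutathione S-transferase mu 2, had 56 to 210 reads per diabetic wound and 0 to 9 per non-diabetic wound, and MSRB2 had a log2 fold change of 1.32 (standard error 0.15). CD209, a C-type lectin gene on chromosome 2, was higher by 4.04 (standard error 0.36, adjusted p = 0.000169, limma), the largest change among the 7 genes of inflammation. The immunoglobulin gene IGHG (LOC396781) and the CELF2 gene of the heatmap (LOC110258135) both lie on unplaced scaffolds, with log2 fold changes of 3.45 and 1.00, while CELF2 on chromosome 10 was lower, with 0.495 ± 0.0788 FPKM in diabetic and 0.965 ± 0.102 FPKM in non-diabetic wounds. RNF128, a ubiquitin ligase gene on the X chromosome, was the member of the inflammation group called lower (log2 fold change -1.32, standard error 0.14, adjusted p = 0.000409, limma).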

The 20 most activated and suppressed genes (Figure 2B) include those related to metabolic dysfunction (CPT1A, PLIN2, SLC25A20, NADK2, SLC27A3, CPQ, DGAT2, SCD, PTPRD, ACSL3, MCCC1, ALDH7A1), oxidative stress (GST, MSRB2, GPX1), and inflammation (CD209, IGHG, CFP, CELF2, MARCO, CD79A, RNF128). 

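The results text, Figure 2B and Table S2 give 127 gene names, of which 124 matched 121 genes of the deposited values, 3 of the genes under a pair of names each, and 107 genes passed the filter. Of these, 36 were called higher and 40 lower, and 31 were tested without passing the thresholds. Adjusted over the list alone, 101 genes passed, which is not independent evidence, since the study chose the list on these samples. By the two-sided exact permutation test, 117 of the 121 genes had a p under 0.05, and in 89 the groups did not overlap. The names 1CD2097A1, CYP2B6B and MCCC3 matched no gene. KEGG and Reactome memberships were not used here, and sets were tested as lists instead. By fry, 13 of the 33 lists passed an adjusted p of 0.05. With limma's camera at its preset correlation, 18 lists passed, and the MHC class II, neutrophil, adipocyte, hypoxia and proliferation lists among them did not hold under fry. With the correlation estimated from the wounds, camera passed 0 lists after adjustment and 6 at an unadjusted p under 0.05.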

Functional enrichment analysis further corroborated these molecular signatures, revealing four major categories of dysregulated pathways (Figures 2B,C, S3–S16).

### 3.3 Inflammation and Immune Dysregulation Characterise Wounds of Diabetic Minipig

Upregulated genes related to innate and adaptive immunity were enriched in autoimmune‐associated KEGG pathways, consistent with previous reports of STZ‐induced diabetes in rodents (graft versus host disease, allograft rejection, and Type I diabetes mellitus) [9, 10, 11]. Critical genes enriched in these pathways include TNF and major histocompatibility (MHC) complex genes (SLA‐DOB, SLA‐DMA, SLA‐8, SLA‐DRA). This enrichment aligns with the mechanism of STZ‐induced autoimmunity, which triggers MHC upregulation and the generation of auto‐reactive lymphocytes [12]. These upregulated genes also implicate activated antigen presentation and immune surveillance within diabetic wounds, consistent with hyperglycemia‐induced changes in macrophage‐directed immunity [13, 14].

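SLA-8, a class I gene on chromosome 7 from 23622352 to 23625818, had a mean of 23.7 ± 4.13 FPKM (SD, n = 7) in diabetic and 12.3 ± 1.62 FPKM (SD, n = 4) in non-diabetic wounds, a log2 fold change of 0.91 (standard error 0.14, adjusted p = 0.00574, limma). Non-diabetic replicate 3 was the lowest of the latter at 9.93 FPKM. SLA-DMA, from 25133494 to 25137928 on the same chromosome, had 54.6 ± 5.76 and 35.8 ± 4.86 FPKM (log2 fold change 0.60, standard error 0.11, adjusted p = 0.0123, limma). SLA-DRA, the most abundant of the 5 genes with 507 ± 80.5 and 349 ± 46.9 FPKM, was higher in every diabetic than in every non-diabetic wound (two-sided exact permutation test, p = 0.00303), but did not pass the adjusted threshold (log2 fold change 0.53, standard error 0.13, adjusted p = 0.0533, limma). SLA-DOB, with 2.46 ± 0.708 and 0.983 ± 0.507 FPKM, did not pass it either (log2 fold change 1.02, standard error 0.26, adjusted p = 0.0540, limma), and diabetic replicate 3 had the lowest value of its group at 1.10 FPKM. TNF, on chromosome 7 from 23699635 to 23702393, had 12 to 134 reads per diabetic wound and 13 to 31 per non-diabetic wound. Its means were 1.04 ± 0.840 and 0.315 ± 0.112 FPKM, a difference within the spread between diabetic wounds (log2 fold change 0.76, standard error 0.35, adjusted p = 0.275, limma, and p = 0.0697 by the two-sided exact permutation test).

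**Figure D2:**
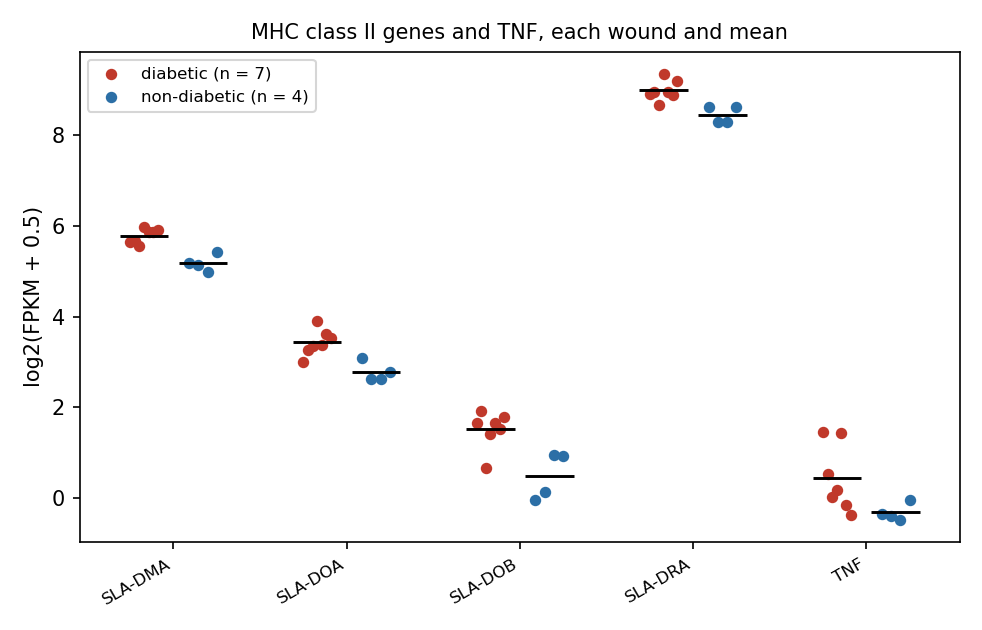
Log2(FPKM + 0.5) of 4 MHC class II genes and TNF in each wound. Points are wounds, red for diabetic (n = 7) and blue for non-diabetic (n = 4), and black lines are group means. SLA-DMA and SLA-DRA show no overlap between the groups, while SLA-DOA, SLA-DOB and TNF do.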

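The 11 tested genes of the MHC class II list had a median log2 fold change of 0.38, with 9 of 11 higher, and the list did not pass the adjusted threshold (adjusted p = 0.0572, fry of limma). SLA-DMA and SLA-DOA were the members called, SLA-DOA with 10.5 ± 2.20 FPKM (SD, n = 7) in diabetic and 6.44 ± 1.14 FPKM (SD, n = 4) in non-diabetic wounds and an adjusted p of 0.0462 (limma). Of 25 alternatives, 23 kept the call of SLA-DMA and 11 that of SLA-DOA. CD74, the invariant chain gene and the most highly expressed member, had 606 ± 167 and 369 ± 66.0 FPKM, with an adjusted p of 0.108 (limma). The 17 genes of MHC class I and peptide loading had a median of 0.19 (adjusted p = 0.0405, fry of limma), with 4 called, SLA-1 (log2 fold change 0.61), SLA-5 (1.20), SLA-8 and ERAP1. The calls were kept in 11 of 25 alternatives for SLA-1, 20 for SLA-5 and 24 each for SLA-8 and ERAP1. With quantile normalization of the libraries, the median was 0.12 and the list did not pass (adjusted p = 0.113, range over the alternatives 0.00822 to 0.521, fry or camera of limma). ERAP1, a peptide-trimming aminopeptidase gene on chromosome 2 from 103378428 to 103415066, had 2.24 ± 0.730 FPKM in diabetic and 0.0850 ± 0.138 FPKM in non-diabetic wounds, with 0 to 46 reads in the latter. Its log2 fold change of 2.22 (adjusted p = 0.000167, limma) moved with the pseudocount, and with limma's voom on the recovered reads, from 1.56 to 6.10. PDIA3, a chaperone of peptide loading and the most highly expressed member not called, had 449 and 446 FPKM. B2M was left out of the list because 2 genes carry the symbol, 1 with 107 and 63.0 FPKM and called higher (log2 fold change 0.76, adjusted p = 0.00799, limma), the other with 120.0 and 118 FPKM.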

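The gene printed as LTCAM was taken as L1CAM, on the X chromosome from 124595649 to 124618292, which had 3.88 ± 0.809 FPKM (SD, n = 7) in diabetic and 2.33 ± 0.150 FPKM (SD, n = 4) in non-diabetic wounds (log2 fold change 0.61, standard error 0.14, adjusted p = 0.0309, limma). The integrin gene ITGAM, on chromosome 3 from 17216719 to 17272134, had 3.72 ± 1.29 and 1.26 ± 0.109 FPKM (log2 fold change 1.22, standard error 0.19, adjusted p = 0.00585, limma). Diabetic wounds also had a higher mean of ICAM3, with 4.95 ± 0.651 against 3.43 ± 0.551 FPKM, which did not pass the adjusted threshold (log2 fold change 0.47, adjusted p = 0.0598, limma). The groups overlapped in ICAM3 and were separate in L1CAM and ITGAM. Without diabetic replicate 3, ICAM3 passed with a log2 fold change of 0.53 (adjusted p = 0.0365, range over the alternatives 0.0365 to 0.626, limma).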

Genes encoding cell adhesion molecules (CAMs) involved in immune cell extravasation and infiltration into tissue (LTCAM, ITGAM, SELL, ICAM3) were significantly upregulated in diabetic wounds. Elevated levels of immune cell infiltration were also detected through increased CCR7 and myeloperoxidase (MPO) immunostaining, reflecting increased M1 pro‐inflammatory macrophage and neutrophil infiltration, respectively, in diabetic wounds (Figure 2E). Similarly, haematopoietic cell lineage pathways were enriched in diabetic wounds, indicating local immune cell expansion (FCER2, CSF2RA, CD14, ITGAM, CD22, SLA‐DRA, TNF, and IL1R2). 

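Of these 8 genes, FCER2 lay under the filter on low values, with 0 to 47 reads per diabetic wound and 0 to 6 per non-diabetic wound (two-sided exact permutation test, p = 0.0333). CSF2RA, a cytokine receptor gene on an unplaced scaffold, had 11.3 ± 3.48 FPKM (SD, n = 7) in diabetic and 4.55 ± 0.928 FPKM (SD, n = 4) in non-diabetic wounds (standard error of the log2 fold change 0.23, adjusted p = 0.0182, limma). CD14, on chromosome 2 from 142348036 to 142349686, had 41.4 ± 9.98 and 23.7 ± 3.40 FPKM (log2 fold change 0.76, standard error 0.18, adjusted p = 0.0390, limma). Besides ITGAM, these were the genes called. CD22, a B cell receptor gene, had 2.46 ± 0.633 and 1.43 ± 0.376 FPKM (log2 fold change 0.61, adjusted p = 0.0900, limma). IL1R2, with 8.05 ± 5.19 and 1.75 ± 1.34 FPKM, ran from 0.776 FPKM in diabetic replicate 4 to 16.7 FPKM in another diabetic wound (log2 fold change 1.79, standard error 0.61, adjusted p = 0.141, limma). Without diabetic replicate 4 it passed the adjusted threshold, with a log2 fold change of 2.20 (adjusted p = 0.0180, range over the alternatives 0.018 to 0.732, limma).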

Reactome enrichment analysis further suggested that diabetic wounds harboured excessive, pathological pro‐inflammatory immune activation. 

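Table S2 gives 10 genes for the Reactome term on immunoregulatory interactions between lymphoid and non-lymphoid cells. Of these, 8 were tested and 3 were called higher by limma, with log2 fold changes over the 8 from 0.17 to 1.10. PILRA, an inhibitory receptor gene on chromosome 3, had the largest, with 9.02 ± 1.88 FPKM (SD, n = 7) in diabetic and 3.94 ± 0.957 FPKM (SD, n = 4) in non-diabetic wounds (adjusted p = 0.00862, limma). IFITM1 had the smallest, with 44.7 ± 5.92 and 41.1 ± 15.5 FPKM (adjusted p = 0.676, limma). The 18 genes of the pan-macrophage list had a median log2 fold change of 0.47, with 17 of 18 higher (adjusted p = 0.0457, fry of limma), and CD14, ITGAM and MARCO were called. MARCO, a scavenger receptor gene on chromosome 15, had 3.77 ± 1.48 and 0.659 ± 0.0779 FPKM (adjusted p = 0.00419, limma). LYZ, the most highly expressed member, was not called, with 1180.0 ± 803 FPKM in diabetic and 879 ± 631 FPKM in non-diabetic wounds. The list fell short of the threshold under most alternatives, and without the genes that the paper names its median was 0.39 (adjusted p = 0.416, range over the alternatives 3.48e-05 to 0.416, fry or camera of limma). The pro-inflammatory macrophage list had a median of 0.40 over 16 genes (adjusted p = 0.357, fry of limma), the neutrophil list one of 0.29 over 16 genes (adjusted p = 0.107, fry of limma) and the list of alternatively activated macrophages one of 0.26 over 18 genes (adjusted p = 0.0405, fry of limma). Without the genes that the paper names, the median of the last was 0.10 over 14 genes and did not pass (adjusted p = 0.521, range over the alternatives 0.0165 to 0.521, fry or camera of limma).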

Transcriptomic conclusions were corroborated by the elevated cellularity and immune infiltration observed histologically. The natural killer (NK) cell‐mediated cytotoxicity pathway was also enriched. 

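FCGR3A, an activating Fc receptor gene on chromosome 4 from 88948357 to 88956513 that is also expressed outside NK cells, had 139 ± 31.4 FPKM (SD, n = 7) in diabetic and 88.7 ± 20.8 FPKM (SD, n = 4) in non-diabetic wounds (log2 fold change 0.65, standard error 0.19, adjusted p = 0.0924, limma). PIK3R5, a kinase subunit gene on chromosome 12, had 4.25 ± 0.582 and 2.86 ± 0.444 FPKM and lay close to both thresholds (log2 fold change 0.50, standard error 0.12, adjusted p = 0.0460, limma). Of the genes in Table S2 for the term, PIK3R5 and SLA-8 were the ones called, and 8 of 25 alternatives kept PIK3R5. RAC2 (log2 fold change 0.44, adjusted p = 0.0567, limma) and SHC2 (log2 fold change 0.69, adjusted p = 0.0709, limma, with 2 to 55 reads per wound) did not pass. The NK receptor genes KLRD1 and KLRC1 (LOC100523789) lay under the filter, at 1 to 62 and 19 to 122 reads per diabetic wound and 0 to 4 and 6 to 10 per non-diabetic wound. KLRC1 was higher in every diabetic than in every non-diabetic wound (two-sided exact permutation test, p = 0.0152), and KLRD1 was not (p = 0.0545, the same exact test). The 19 tested genes of the T and NK cell list had a median log2 fold change of 0.24 (adjusted p = 0.635, fry of limma) and none was called by limma. NKG7, the most highly expressed, had 19.9 and 14.4 FPKM.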

Strikingly, enriched genes represented both activating and inhibitory NK receptors (TNF, FCGR3A, SLA‐8, PIK3R5, SHC2, KLRD1, RAC2, and KLRC1). These findings are consistent with observed NK cell dysregulation in diabetes, contributing to oxidative stress and inflammatory tissue damage [15, 16].

### 3.4 Oxidative Stress Is Upregulated in Wounds of Diabetic Minipig

Enrichment in arachidonic acid metabolism and biological oxidation pathways, with upregulation of oxidative response genes (PTGES, PTGS1, CYP2B6B, GPX1, and GGT5) is consistent with elevated ROS burden in diabetic wounds. This hypothesis was confirmed by 8‐OHdG immunostaining, reflecting increased DNA oxidative damage in diabetic wounds (Figures 2E, S2A). 

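PTGS1, the cyclooxygenase 1 gene on chromosome 1 from 262456106 to 262482159, had 7.05 ± 2.03 FPKM (SD, n = 7) in diabetic and 2.03 ± 0.685 FPKM (SD, n = 4) in non-diabetic wounds (log2 fold change 1.58, standard error 0.23, adjusted p = 0.00389, limma). GPX1, a glutathione peroxidase gene on chromosome 13 from 31916269 to 31917337, had 280.0 ± 26.6 and 159 ± 12.7 FPKM (log2 fold change 0.81, standard error 0.09, adjusted p = 0.000936, limma). PTGES, with 8.59 ± 2.76 and 3.63 ± 1.83 FPKM, did not pass the adjusted threshold (log2 fold change 1.22, standard error 0.33, adjusted p = 0.0665, limma), nor did GGT5, with 3.06 ± 0.781 and 1.92 ± 0.293 FPKM (log2 fold change 0.54, standard error 0.16, adjusted p = 0.101, limma). Leaving out diabetic replicate 4 brought PTGES past it, with a log2 fold change of 1.34 (adjusted p = 0.0410, range over the alternatives 0.021 to 0.606, limma). For the biological oxidation pathway, Table S2 gives 12 names, 11 of them matched, and 4 of the 10 tested were called by limma. The 31 tested NRF2 target genes of the antioxidant list had a median log2 fold change of 0.13 (adjusted p = 0.0629, fry of limma), with 21 of 31 higher. GPX1 and GSTM3 were called, the latter with 45.3 ± 4.07 and 26.2 ± 2.46 FPKM and non-diabetic replicate 1 highest in its group at 29.9 FPKM, and the most abundant member, the ferritin gene FTH1, was not called. Without diabetic replicate 4 the list passed, with a median of 0.19 (adjusted p = 0.0205, range over the alternatives 0.0205 to 0.521, fry or camera of limma). The 11 tested NADPH oxidase genes had a median of 0.23 (adjusted p = 0.0705, fry of limma). The member called, NOX4, was lower in diabetic wounds (log2 fold change -0.57, standard error 0.12, adjusted p = 0.0240, limma), and the most abundant one, RAC1, had 162 and 132 FPKM. Without diabetic replicate 1 or non-diabetic replicate 4 this list passed as well, with medians of 0.27 and 0.30.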

Elevated ROS in diabetic wounds has been noted previously and is multifactorial, but hyperglycemia is known to activate NAPDPH oxidases, impair antioxidant enzyme activity, and drive mitochondrial dysfunction [8, 17]. Additionally, oxidative stress in DFUs impacts the function of key cell types, predominantly endothelial cells, keratinocytes, and fibroblasts, ultimately impairing proliferation, migration, and differentiation [7].

### 3.5 Metabolic Dysfunction and Energy Depletion in Wounds of Diabetic Minipig

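The 26 tested genes of branched chain amino acid breakdown had a median log2 fold change of -0.14, with 19 of 26 lower in diabetic wounds (adjusted p = 0.0102, fry of limma). The members called by limma were PPM1K, IVD, MCCC1, MCCC2, MUT and OXCT1, all lower. Without the genes that the paper names, the median of the remaining 19 was -0.04 and the list did not pass (adjusted p = 0.525, range over the alternatives 0.000272 to 0.525, fry or camera of limma). IVD, the isovaleryl-CoA dehydrogenase gene on chromosome 1 from 130896488 to 130910582, had 9.46 ± 2.09 FPKM (SD, n = 7) in diabetic and 16.8 ± 0.736 FPKM (SD, n = 4) in non-diabetic wounds (log2 fold change -0.82, standard error 0.16, adjusted p = 0.0160, limma). OXCT1, a ketone body transferase gene on chromosome 16 from 26514497 to 26659739, had 5.89 ± 1.83 and 15.8 ± 4.23 FPKM (log2 fold change -1.37, standard error 0.24, adjusted p = 0.0123, limma). MMUT, which the deposited values list by its older symbol MUT, had 3.37 ± 0.694 and 5.55 ± 0.876 FPKM on chromosome 7 (log2 fold change -0.65, standard error 0.15, adjusted p = 0.0347, limma). The carboxylase genes MCCC1 and MCCC2 had log2 fold changes of -0.88 and -1.19 with adjusted p values of 0.000983 and 0.00157 (limma). ACADSB, with 2.46 ± 0.440 and 3.79 ± 0.949 FPKM, did not pass the adjusted threshold (log2 fold change -0.52, standard error 0.16, adjusted p = 0.101, limma). ECHS1, the most highly expressed member, had 83.5 and 83.3 FPKM, a change of 0.00 on the log2 scale.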

Diabetic wounds also demonstrated downregulation of genes involved in various metabolic pathways, including branched chain amino acid (BCAA) catabolism (IVD, 1CD2097A1, OXCT1, MMUT, and ACADSB). This reduction causes BCAA accumulation and increases production of their ketoacid byproducts (BCAKs), thus exacerbating insulin resistance, mitochondrial dysfunction, and ROS generation, while also impairing ATP generation essential for cell proliferation, migration, and collagen synthesis [18, 19].

Similarly, downregulation of key genes associated with fatty acid (FA) metabolism (ELOVL5, THRSP, ACLY, ACSL1, SCD, ELOVL6, PON3, ACACA, CYP1A1, CYP4B1, MORC2, CYP2U1, FADS1, ACSL3, MMUT) and peroxisome proliferator‐activated receptor (PPAR) signalling (OLR1, ME1, ACSL1, SCD, SLC27A6, FABP3, LPL, and ACSL3) indicates impaired lipogenic capacity and energy substrate utilisation in diabetic wounds. 

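Of the 15 fatty acid metabolism genes, PON3 and CYP1A1 lay under the filter on low values, with at most 28 and 21 reads per diabetic wound against at least 110 and 22 per non-diabetic wound. The other 13 had log2 fold changes from -4.94 to -0.53, and limma called 11 of them lower. THRSP, a regulator of lipid synthesis on chromosome 9 from 12479913 to 12484323, changed most, with 1.98 ± 2.26 FPKM (SD, n = 7) in diabetic and 69.3 ± 46.8 FPKM (SD, n = 4) in non-diabetic wounds and 0 reads in 1 diabetic wound (standard error 0.69, adjusted p = 0.00285, limma). SCD, the stearoyl-CoA desaturase gene on chromosome 14 from 111461560 to 111478033, had 12.2 ± 4.25 and 137 ± 140.0 FPKM (log2 fold change -3.04, standard error 0.46, adjusted p = 0.00459, limma). ELOVL6 had 3.45 ± 0.934 and 20.8 ± 21.6 FPKM (log2 fold change -1.99, standard error 0.45, adjusted p = 0.0332, limma). The spread of SCD and ELOVL6 in non-diabetic wounds was as large as their means, with non-diabetic replicate 3 highest. ACACA, on chromosome 12, was lower in every diabetic than in every non-diabetic wound (log2 fold change -0.96, adjusted p = 0.0289, limma), while ACLY and ACSL1, at -0.97 and -1.02, did not pass (adjusted p = 0.124 and 0.0871, limma). Among the 8 PPAR signalling genes, SLC27A6 lay under the filter and 4 of the other 7 were called. FABP3 had 19.0 ± 4.69 and 65.1 ± 28.3 FPKM (log2 fold change -1.69, adjusted p = 0.00423, limma), and LPL, on chromosome 14, had 19.3 ± 3.52 and 46.7 ± 12.0 FPKM, with non-diabetic replicate 3 highest at 64.7 FPKM (log2 fold change -1.25, adjusted p = 0.00229, limma). OLR1 (-0.74) and ME1 (-0.85) did not pass (adjusted p = 0.0972 and 0.178, limma). The 24 genes of the lipogenesis list had a median log2 fold change of -0.74 (adjusted p = 0.0264, fry of limma), of which 7 were called lower by limma and 8 had a higher mean in diabetic wounds. FASN, the most highly expressed member not called, had a log2 fold change of -0.85 (adjusted p = 0.382, limma). Without the genes that the paper names, the median of the remaining 16 was -0.05 (adjusted p = 0.521, range over the alternatives 7.43e-05 to 0.521, fry or camera of limma), and PNPLA3 was the member of these called lower.

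**Figure D3:**
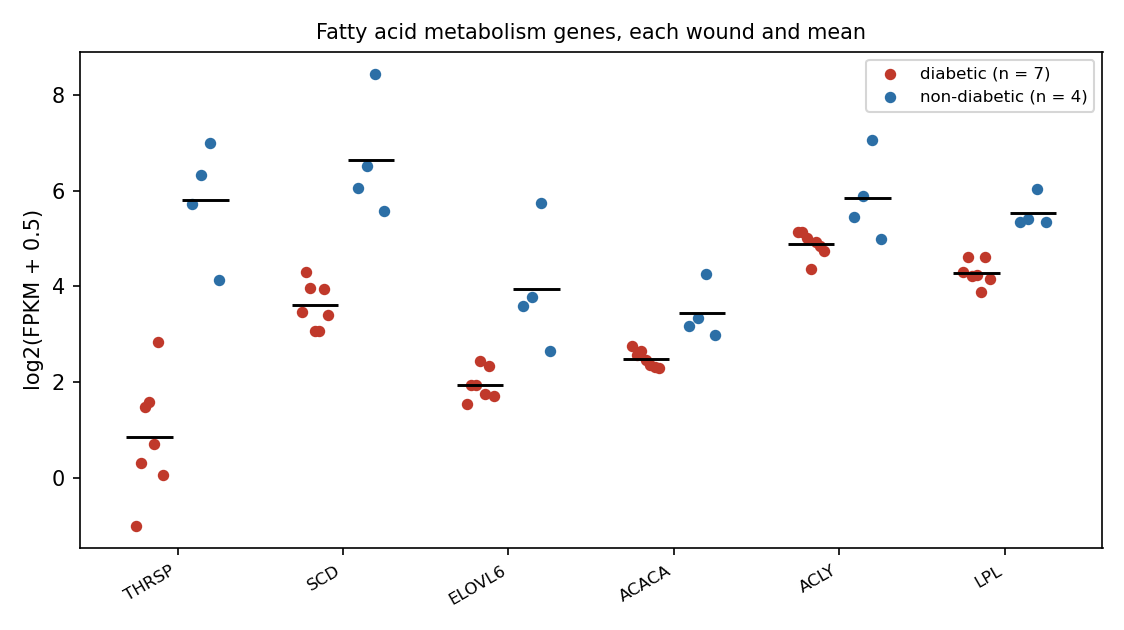
Log2(FPKM + 0.5) of 6 fatty acid metabolism and PPAR signalling genes in each wound. Points are wounds, red for diabetic (n = 7) and blue for non-diabetic (n = 4), and black lines are group means. Apart from ACLY, every diabetic wound lies below every non-diabetic wound.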

Given that FA oxidation (FAO) is critical for efficient ATP production, reduced expression of FAO‐related genes likely compromises the energetic capacity of cells in diabetic wounds [19]. 

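The fatty acid oxidation list held 28 genes, of which 27 were tested, and 0 of these were called lower in diabetic wounds by limma. CPT1A and SLC25A20 were called higher, and 17 of 27 genes had a higher mean of log2 values in diabetic wounds. ACAD10 had an adjusted p of 0.0495 in the lower direction (limma), at a log2 fold change of -0.36, short of the fold change threshold. The median log2 fold change was 0.07 and the mean 0.17 (adjusted p = 0.0368 in the direction of higher expression, fry of limma). Without CPT1A and SLC25A20, which the paper names, the median of the other 25 was 0.06 (adjusted p = 0.521, range over the alternatives 0.00297 to 0.521, fry or camera of limma). Quantile normalization of the libraries moved the median to -0.001 (adjusted p = 0.152, fry of limma). HADHA and HADHB, which encode the mitochondrial trifunctional protein, had log2 fold changes of 0.35 and 0.22, with 43.9 and 43.4 FPKM in diabetic and 34.2 and 37.1 FPKM in non-diabetic wounds. The PPAR targets of fasting, a list of 21 tested genes of which some serve fatty acid oxidation, had a median of 0.35 with 18 of 21 higher (adjusted p = 0.000635, fry of limma). Of the 21, 10 are in Table S1, which was chosen on these wounds. Without the genes that the paper names, the median of the remaining 17 was 0.22 (adjusted p = 0.0392, range over the alternatives 2.19e-09 to 0.139, fry or camera of limma). ANGPTL4, on chromosome 2 from 70905767 to 70912892, had 120.0 ± 26.8 FPKM (SD, n = 7) in diabetic and 20.0 ± 7.21 FPKM (SD, n = 4) in non-diabetic wounds, with diabetic replicate 2 lowest in its group at 64.4 FPKM (log2 fold change 2.58, standard error 0.25, adjusted p = 0.000338, limma). The other called members were CPT1A, PLIN2, SLC25A20, UCP2, CD36 and TXNIP, with log2 fold changes of 1.05 in UCP2, 1.02 in CD36 and 0.90 in TXNIP. The 13 mitochondrially encoded genes of oxidative phosphorylation had a median of 0.01 and a mean of -0.01 (adjusted p = 0.994, fry of limma), and the 22 glycolysis genes a median of -0.07 (adjusted p = 0.621, fry of limma).

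**Figure D4:**
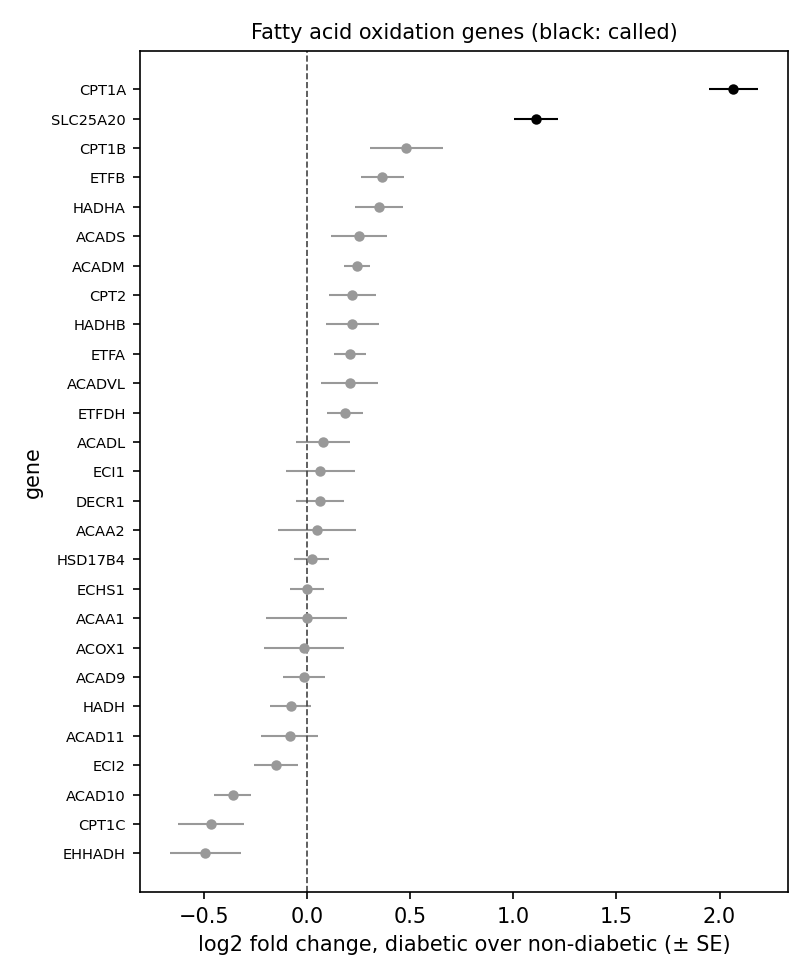
Log2 fold change, diabetic over non-diabetic wounds, of the 27 tested fatty acid oxidation genes (limma). Points are fitted changes, bars are 1 standard error on each side, the dashed line marks no change, and black marks the genes called. CPT1A at 2.07 and SLC25A20 at 1.11 stand apart from the other genes.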

FAO is critical for efficient oxidative phosphorylation and is therefore a key factor in the phenotypic transition of macrophages from pro‐inflammatory M1, a phenotype reliant on glycolysis, to pro‐resolution M2, which requires oxidative phosphorylation [14, 19]. Chronic downregulation of FAO‐related genes may prevent M1‐to‐M2 macrophage polarisation. Indeed, CCR7 immunostaining revealed increased pro‐inflammatory (CCR7+) macrophage accumulation, while pro‐resolution (CD206+) macrophages were substantially decreased in diabetic wounds compared to non‐diabetic wounds (Figures 2E, S2B,C), consistent with impaired M1‐to‐M2 macrophage polarisation, which is known to occur in hyperglycemic environments and is characteristic of dysregulated inflammation in human DFUs [20]. Importantly, M1 macrophages perpetuate pro‐inflammatory cytokine production (e.g., TNF) and ROS generation, thereby sustaining inflammation and oxidative stress [14, 19].

These gene expression changes are consistent with essential roles of BCAA and FA metabolism in wound healing and inflammation, identifying potential molecular targets for further exploration.

### 3.6 ECM Organisation Dysfunction in Wounds of Diabetic Minipigs

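COL9A2, a collagen gene on chromosome 6 from 96065282 to 96081547, had 1.09 ± 0.252 FPKM (SD, n = 7) in diabetic and 47.1 ± 8.62 FPKM (SD, n = 4) in non-diabetic wounds, the smallest adjusted p of all tested genes (log2 fold change -4.91, standard error 0.15, adjusted p = 1.4e-08, limma). COL15A1, on chromosome 1, had 39.0 ± 7.08 and 65.9 ± 14.2 FPKM, with diabetic replicate 2 highest in its group at 54.1 FPKM (log2 fold change -0.74, standard error 0.16, adjusted p = 0.0250, limma). COL8A1, with 13.3 ± 4.48 and 25.6 ± 5.19 FPKM, did not pass the adjusted threshold (log2 fold change -0.96, standard error 0.24, adjusted p = 0.0535, limma). COL25A1 lay under the filter on low values, with 14 to 40 reads per diabetic wound and 46 to 62 per non-diabetic wound (two-sided exact permutation test, p = 0.00303). Over the 32 tested collagen genes the median log2 fold change was -0.11, with 21 of 32 lower, and COL9A2 and COL15A1 were the ones called (adjusted p = 0.0448, fry of limma). The list fell short of the threshold in 20 of 28 alternatives, and without the genes that the paper names its median was -0.08 (adjusted p = 0.680, range over the alternatives 0.013 to 0.680, fry or camera of limma). COL3A1, COL1A1 and COL1A2, the most abundant collagen genes, were not called, at log2 fold changes of -0.26, -0.13 and -0.31 with standard errors of 0.28, 0.42 and 0.30. Among the enzymes, PLOD2, a lysyl hydroxylase gene on chromosome 13, had 25.2 ± 4.02 and 50.3 ± 7.53 FPKM (log2 fold change -0.98, standard error 0.13, adjusted p = 0.00243, limma), and P4HA1, a prolyl hydroxylase gene on chromosome 14, had 33.0 ± 3.87 and 51.3 ± 7.77 FPKM (log2 fold change -0.62, standard error 0.12, adjusted p = 0.0139, limma). COLGALT2 lay under the filter, with 21 to 103 and 59 to 193 reads per wound (two-sided exact permutation test, p = 0.0152). The 25 genes of the list of collagen cross-linking and processing had a median of 0.00 above 0 and a mean of -0.01, and the test pointed down (adjusted p = 0.831, fry of limma). SERPINH1, its most highly expressed member, had 790.0 and 747 FPKM. SPP1, the osteopontin gene on chromosome 8 from 131077786 to 131085334, had 33.2 ± 14.2 and 123 ± 49.8 FPKM (log2 fold change -1.90, standard error 0.36, adjusted p = 0.0160, limma). TGFB3 and FBN1 had log2 fold changes of -0.69 and -0.55 and did not pass (adjusted p = 0.0612 and 0.0595, limma). ITGA8 had 14.1 ± 4.66 and 32.8 ± 5.89 FPKM (log2 fold change -1.23, adjusted p = 0.0138, limma), ACAN 12 to 144 and 344 to 1163 reads per wound, with diabetic replicate 6 highest in its group (log2 fold change -1.91, adjusted p = 0.00479, limma), and LAMA1 22 to 143 and 223 to 326 reads, with diabetic replicate 2 highest in its group (log2 fold change -1.10, adjusted p = 0.00157, limma). LAMA3 had 2.51 ± 1.63 FPKM in diabetic and 2.10 ± 1.19 FPKM in non-diabetic wounds (log2 fold change 0.13, standard error 0.44, adjusted p = 0.910, limma). The list of matricellular and structural matrix genes had a median of -0.04 over 39 genes (adjusted p = 0.279, fry of limma), and LAMA5 was a member called higher (log2 fold change 0.70).

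**Figure D5:**
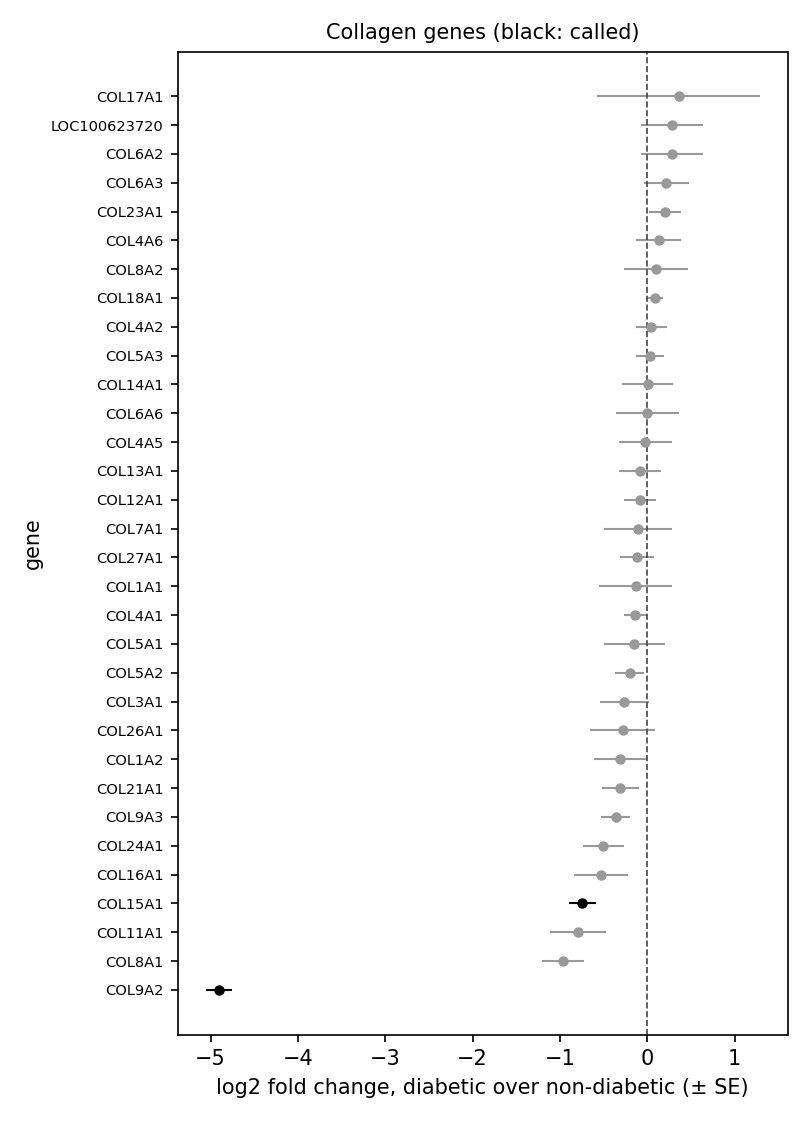
Log2 fold change, diabetic over non-diabetic wounds, of the 32 tested collagen genes (limma). Points are fitted changes, bars are 1 standard error on each side, the dashed line marks no change, and black marks the genes called. COL9A2 at -4.91 stands apart from the other genes, which lie between -0.96 in COL8A1 and 0.36 in COL17A1.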

Genes associated with ECM production and organisation were robustly downregulated, including collagen isoforms (COL8A1, COL9A2, COL15A1, COL25A1), crosslinking enzymes (COLGALT2, P4HA1, PLOD2), matricellular proteins (TGFB3, FBN1, SPP1), and mediators of cell‐ECM interactions (LAMA1, LAMA3, ACAN, ITGA8). Downregulation of these components may result in an insufficient, immature, poorly cross‐linked matrix, adversely affecting cell migration and tissue integrity. Diminished and disorganised ECM has been noted previously in human DFUs and is thought to affect cell‐matrix signalling required for fibroblast and keratinocyte migration and differentiation [7, 19, 21]. These transcriptomic results align with the histological observations of reduced collagen deposition and altered tissue architecture in the diabetic wounds (Figure 1F).

Single‐cell and bulk sequencing studies of diabetic wounds in humans and rodents corroborate the molecular signatures and dysregulated pathways observed in these porcine diabetic wounds. Comparisons of non‐diabetic and diabetic wounds have demonstrated elevated levels of pro‐inflammatory immune cells, predominantly monocytes and macrophages, in diabetic wounds, and upregulated inflammatory response pathways, thereby perpetuating a dysregulated immune milieu in DFUs [6, 20, 22]. Additionally, recent work in both diabetic humans and mice has identified oxidative stress pathways and metabolic reprogramming shifting toward a glycolysis‐dependent phenotype, enriched in fibroblast/stromal cells, negatively impacting their proliferation, migration, and collagen synthesis, contributing to disorganised ECM deposition and impaired wound healing [22, 23, 24]. These fibroblast/stromal cells also exhibit increased expression of inflammatory mediators, further perpetuating the dysregulated immune environment that contributes to impaired wound healing [23, 25]. Together, these key pathways represent the complex diabetic wound environment characterised by dysregulated inflammation, oxidative stress, metabolic reprogramming, and impaired ECM deposition.

## 4 Conclusion

In the present work, we transcriptionally profiled a preclinical diabetic wound‐healing model in Yucatan minipigs. Induction of diabetes by STZ resulted in diabetic wounds that provided evidence of delayed rates of wound closure compared to non‐diabetic wounds. Transcriptomic analysis identified enriched autoimmune pathways, elevated oxidative stress, dysregulated metabolic pathways, and comprehensive suppression of ECM organisation. These findings were supported by histological findings of increased immune cell infiltration and decreased ECM deposition in diabetic wounds. Our findings confirm that many of the pathophysiological and molecular hallmarks of human DFUs are recapitulated in this diabetic porcine model. Ultimately, anatomical similarity between pig and human skin and robust generation of diabetic wound pathology position this model as a valuable preclinical platform for testing emerging therapeutics in a physiologically relevant context. Together, the gene signatures identified here point to tractable pathways that may contribute to pathological wound healing in diabetic patients, providing a resource to be further mined for new therapeutic targets.

## 5 Limitations

We acknowledge there are several limitations of the work presented. First, these data provide only a static view of the wound healing response at a single time point. Longitudinal studies could help to fully characterise the dynamics of the wound‐healing response by evaluating the time to complete wound closure and transcriptional shifts throughout the healing process in this model. Secondly, while the use of bulk sequencing enables holistic analysis of transcriptional profiles in wound tissue samples, it lacks the resolution to capture the phenotype and expression profile of individual cell types. Single‐cell sequencing or spatial transcriptomics could provide a more robust understanding of the pathobiology of porcine diabetic wounds. Lastly, while this model successfully demonstrates key features of healing diabetic wounds, the wounds do ultimately heal; as such, they may not reflect true chronic non‐healing wounds, but rather impaired acute wounds.

## Funding

This work was supported by the National Institutes of Health (NIH) (R01 EB02869, R01 EB019409, T32 DK101003, and P30 CA068485).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** Differentially expressed genes in diabetic porcine wounds compared to non‐diabetic wounds, defined as having a |Log2FC| ≥ 0.5 and adjusted *p*‐value < 0.05.

**Table S2:** Enriched KEGG and Reactome pathways, and their associated differentially expressed genes, in diabetic porcine wounds compared to non‐diabetic wounds.

**Figure S1:** Streptozotocin induction and wound healing study in Yucatan minipig. (A) Average (mean ± std.) temporal daily blood glucose (mg/dL) and (B) body weight of diabetic minipig over the course of the study. (C) Representative images of wounds at day 0, 1, 3, 6, 8, and 10. (D) Representative IHC of re‐epithelialization by cytokeratin 14 staining in diabetic and non‐diabetic wounds at day 10, with dashed lines and arrows indicating the edge of the epithelial tongue.
**Figure S2:** Quantification of (A) 8‐OHdG, (B) CCR7, and (C) CD206 immunohistochemistry as a percentage of positive cells in the wound bed. *p < 0.05, **p < 0.01, and ***p < 0.001, by Welch's unpaired t‐test.
**Figure S3:** Differential gene expression and functional enrichment analysis. (A) Clustered heatmap of differentially expressed genes (DEGs), with row cluster 1 corresponding to upregulated genes in diabetic wounds and row cluster 2 corresponding to downregulated genes. (B) Gene ontology biological processes enriched within diabetic wounds.
**Figure S4:** KEGG enrichment—Graft versus host disease. (A) Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs. non‐diabetic wounds. (B) Clustered heatmap of upregulated genes within the graft versus host disease pathway.
**Figure S5:** KEGG enrichment—Antigen processing and presentation. (A) Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs. non‐diabetic wounds. (B) Clustered heatmap of upregulated genes within the antigen processing and presentation pathway.
**Figure S6:** KEGG enrichment—Allograft rejection. (A) Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs. non‐diabetic wounds. (B) Clustered heatmap of upregulated genes within the allograft rejection pathway.
**Figure S7:** KEGG enrichment—Type I diabetes mellitus. (A) Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs. nondiabetic wounds. (B) Clustered heatmap of upregulated genes within the type I diabetes mellitus pathway.
**Figure S8:** KEGG enrichment—Cell adhesion molecules (CAM) interactions. (A) Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs. nondiabetic wounds. (B) Clustered heatmap of upregulated genes within the cell adhesion molecules (CAM) interactions pathway.
**Figure S9:** KEGG enrichment—Haematopoietic cell lineage. (A) Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs. nondiabetic wounds. (B) Clustered heatmap of upregulated genes within the haematopoietic cell lineage pathway.
**Figure S10:** KEGG enrichment—Natural killer cell mediated cytotoxicity. (A) Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs. nondiabetic wounds. (B) Clustered heatmap of upregulated genes within the natural killer cell mediated cytotoxicity pathway.
**Figure S11:** KEGG enrichment—Arachidonic acid metabolism. (A) Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs. nondiabetic wounds. (B) Clustered heatmap of upregulated genes within the arachidonic acid metabolism pathway.
**Figure S12:** KEGG enrichment—Valine, leucine, and isoleucine degradation. (A) Pathway schematic illustrating genes that were downregulated (green) within the pathway in diabetic vs. nondiabetic wounds. (B) Clustered heatmap of downregulated genes within the Valine, leucine, and isoleucine degradation pathway.
**Figure S13:** KEGG enrichment—PPAR signalling pathway. (A) Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs. nondiabetic wounds. (B) Clustered heatmap of downregulated genes within the PPAR signalling pathway.
**Figure S14:** Upregulated Reactome enrichment. (A) Clustered heatmap of genes upregulated within the immunoregulatory interactions between lymphoid and non‐lymphoid cell pathway in diabetic relative to nondiabetic wounds. (B) Clustered heatmap of genes upregulated within the biological oxidations pathway in diabetic relative to nondiabetic wounds.
**Figure S15:** Downregulated Reactome enrichment—Clustered heatmap of genes downregulated in diabetic relative to nondiabetic wounds within the (A) fatty acyl‐CoA biosynthesis, (B) branched chain amino acid catabolism, (C) fatty acid metabolism, and (D) defects in vitamin and cofactor metabolism pathways.
**Figure S16:** Downregulated Reactome enrichment—Clustered heatmap of genes downregulated in diabetic relative to nondiabetic wounds within the extracellular matrix organisation pathway.

## Data Availability

All data generated in this study are available within the article or Supporting Information or from the corresponding author upon reasonable request. Gene expression data generated and analysed in this study are available in the Gene Expression Omnibus (GEO) repository, accession number GSE315429.

# Supplementary material for: Transcriptomic Profiling of Diabetic Porcine Wound Healing Model Identifies Key Metabolic, Inflammatory, and Oxidative Stress Pathways
**Source:** Wound Repair Regen. 2026 Jul 2;34(4):e70185. doi: 10.1111/wrr.70185
**Supplement:** Supplementary file 3 — Figure S1: Streptozotocin induction and wound healing study in Yucatan minipig. (A) Average (mean ± std.) temporal daily blood glucose (mg/dL) and (B) body weight of diabetic minipig over the course of the study. (C) Representative images of wounds at day 0, 1, 3, 6, 8, and 10. (D) Representative IHC of re‐epithelialization by cytokeratin 14 staining in diabetic and non‐diabetic wounds at day 10, with dashed lines and arrows indicating the edge of the epithelial tongue. Figure S2: Quantification of (A) 8‐OHdG, (B) CCR7, and (C) CD206 immunohistochemistry as a percentage of positive cells in the wound bed. *p < 0.05, **p < 0.01, and ***p < 0.001, by Welch's unpaired t‐test. Figure S3: Differential gene expression and functional enrichment analysis. (A) Clustered heatmap of differentially expressed genes (DEGs), with row cluster 1 corresponding to upregulated genes in diabetic wounds and row cluster 2 corresponding to downregulated genes. (B) Gene ontology biological processes enriched within diabetic wounds. Figure S4: KEGG enrichment—Graft versus host disease. (A) Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs. non‐diabetic wounds. (B) Clustered heatmap of upregulated genes within the graft versus host disease pathway. Figure S5: KEGG enrichment—Antigen processing and presentation. (A) Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs. non‐diabetic wounds. (B) Clustered heatmap of upregulated genes within the antigen processing and presentation pathway. Figure S6: KEGG enrichment—Allograft rejection. (A) Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs. non‐diabetic wounds. (B) Clustered heatmap of upregulated genes within the allograft rejection pathway. Figure S7: KEGG enrichment—Type I diabetes mellitus. (A) Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathwa

**Supplementary Information**

*Materials and Methods*

Induction and maintenance of diabetes – All procedures were reviewed and approved by Pluris Research’s Institutional Animal Care and Use Committee (IACUC) under protocol VU1. Methods for the induction of diabetes using streptozotocin were adapted from previous reports^1-4^. Briefly, a female Yucatan minipig (20-24 kg, 6 months of age) was anesthetized and maintained under 2-3% isoflurane. A sterile streptozotocin solution (100 mg/mL in sodium citrate buffer) was infused intravenously at a dose of 125 mg/kg over 15 minutes. Following induction, a continuous blood glucose monitor (CGM) (Dexcom G7, Dexcom, Inc.) was placed on the posterior cervical region of the animal. The CGM was replaced every ten days, or earlier if necessary, prior to initiation of the wound healing study and was continued throughout the entire duration of the wound healing study. The minipig was provided with a 10% sucrose solution in water for the initial 48 hours following induction to prevent hypoglycemia upon beta cell death and insulin release. Subcutaneous insulin (Lantus, Sanofi Group) was administered daily (0.3 u/kg), beginning one week after induction. The minipig was maintained for sixty days before initiating the wound-healing study, with insulin administration ending one week before wounding.

Porcine excisional wound healing model – Both diabetic and non-diabetic minipigs were subject to identical procedures for creating full-thickness excisional wounds. Briefly, female Yucatan minipigs were anesthetized and maintained under 2-3% isoflurane for the duration of surgery. The dorsal skin was shaved and disinfected with 70% ethanol and Betadine. Twenty-eight full-thickness wounds were created on the dorsum of the minipigs using a 2 cm biopsy punch (Radha Meditech), each spaced 2 cm apart. Wounds were oriented in two parallel rows, each containing seven wounds, one on either side of the spine. Each wound was covered with a Tegaderm dressing (3M) and surrounded by 3M Reston™ foam padding (3M), before being covered with a Tendersorb™ underpad (Covidien) and MediChoice tubular net gauze (Owens & Minor). Following surgery, dressings were changed every 2 to 3 days (POD 1, 3, 6, 8, and 10), under anesthesia. Just prior to euthanasia, wound samples were collected from anesthetized pigs using 2 cm biopsy punches for bulk RNA sequencing analysis. The minipigs were then euthanized via intracardiac administration of Euthasol (Virbac), and the remaining wound tissue was excised for histological assessment.

Wound area quantification – Digital photographic images of each wound, with a calibrated scale, were acquired during surgery and all subsequent dressing changes. The wound was quantified in ImageJ and normalized with respect to the initial wound area on the operative day. Statistical significance was determined at each time point using a Welch’s t test in GraphPad Prism 10.

RNA sequencing and data analysis – Excised tissue from biopsy punches was stored in RNAlater™ Stabilization Solution (Invitrogen) at -80 °C until the time of RNA isolation. Total RNA was extracted by lysing tissue in TRIzol™ Reagent (Invitrogen) using a TissueLyser II (QIAGEN). The tissue homogenate was phase-separated with chloroform, and the aqueous RNA phase was further purified using a RNeasy Mini Kit (QIAGEN) per the manufacturer’s recommendations. Total RNA was sent to Novogene for quantification, quality control, library preparation, sequencing, and analysis. Briefly Bulk RNA-seq was conducted using the Illumina NovaSeq X Plus Series platform. Raw reads were processed with fastp software to remove adaptor sequences and retain clean reads. Clean reads were mapped against the Sus scrofa reference genome (Sscrofa11.1) using HISAT2 (version 2.2.1). Mapped reads were then assembled using StringTie (version 2.2.3) and quantified using featureCounts (version 2.0.6). Differential gene expression analysis was performed on raw counts using DESeq2 (version 1.42.0) using the Benjamini-Hochberg method to calculate the false discovery rate (FDR) and adjusted p-value. Differentially expressed genes (DEGs) were defined as having a |Log2FC| ≥ 0.5 and adjusted p-value < 0.05. Functional enrichment analysis was conducted using clusterProfiler^5^ (version 4.10.1), with gene sets imported from the MSigDB collections using the geneset R package (version 0.2.7). All enrichment analysis was corrected using the Benjamini-Hochberg method to calculate the false discovery rate (FDR) and adjusted p-value. Heatmaps, volcano plots, and KEGG pathway diagrams were made using ComplexHeatmap (version 2.18.0), genekitr (version 1.2.8), and pathview (version 1.42.0), respectively.

Histology and immunohistochemistry – Excised tissue was fixed in 10% neutral buffered formalin, processed, and embedded in paraffin. Histology was carried out as previously described^6^. Briefly, tissue sections (5 µm) were deparaffinized and rehydrated through gradients of xylene, histological grade alcohols, and tris-buffered saline/0.1% Tween-20 (TBST). Gomori’s trichrome and hematoxylin and eosin (H&E) were performed per the manufacturer's recommendations. Antigen retrieval was conducted in LabVision™ citrate heat-induced epitope retrieval solution (Epredia) for 20 minutes at 96 °C in a pretreatment (PT) module (Epredia). The sections were incubated with 3% hydrogen peroxide in TBST for 40 minutes and then incubated with protein block (Dako) for 20 minutes. The sections were then incubated with their respective primary antibodies (mouse anti-8-hydroxy-2’-deoxyguanosine (ab48508 Abcam, 1:2000), rabbit anti-CCR7 (ab32527 Abcam, 1:1000), rabbit anti-CD206 (ab91279 Abcam, 1:1000), rabbit anti-myeloperoxidase (A039829-2 Dako, 1:1000), or mouse anti-cytokeratin14 (MCA890 Bio-Rad, 1:2000)) for 60 minutes at room temperature. The sections were then immediately incubated with the corresponding secondary antibodies (donkey anti-mouse HRP (Envision+/HRP, Dako) for mouse primary antibodies or donkey anti-rabbit HRP (Envision+/HRP, Dako) for rabbit primary antibodies) for 30 minutes at room temperature and incubated with 3,3′-diaminobenzidine (DAB) substrate (Dako) for 10 minutes. Slides were then rinsed with TBST buffer, counterstained in hematoxylin for 2 minutes, rinsed with running DI water, dehydrated, and mounted with Acrytol mounting media.

Immunohistological (IHC) sections were analyzed using QuPath software. Briefly, slides for 8-OHdG, CCR7, and CD206 were color deconvolved, and the number of brown nuclei (positive for immunoreactivity with DAB) was normalized to the total number of nuclei within a field of view. A minimum of three fields of view per sample were analyzed to obtain an average quantification for each sample. Percent re-epithelialization was calculated as the percentage of the wound covered by an epidermal layer with nuclei positive for cytokeratin 14 (CK14).

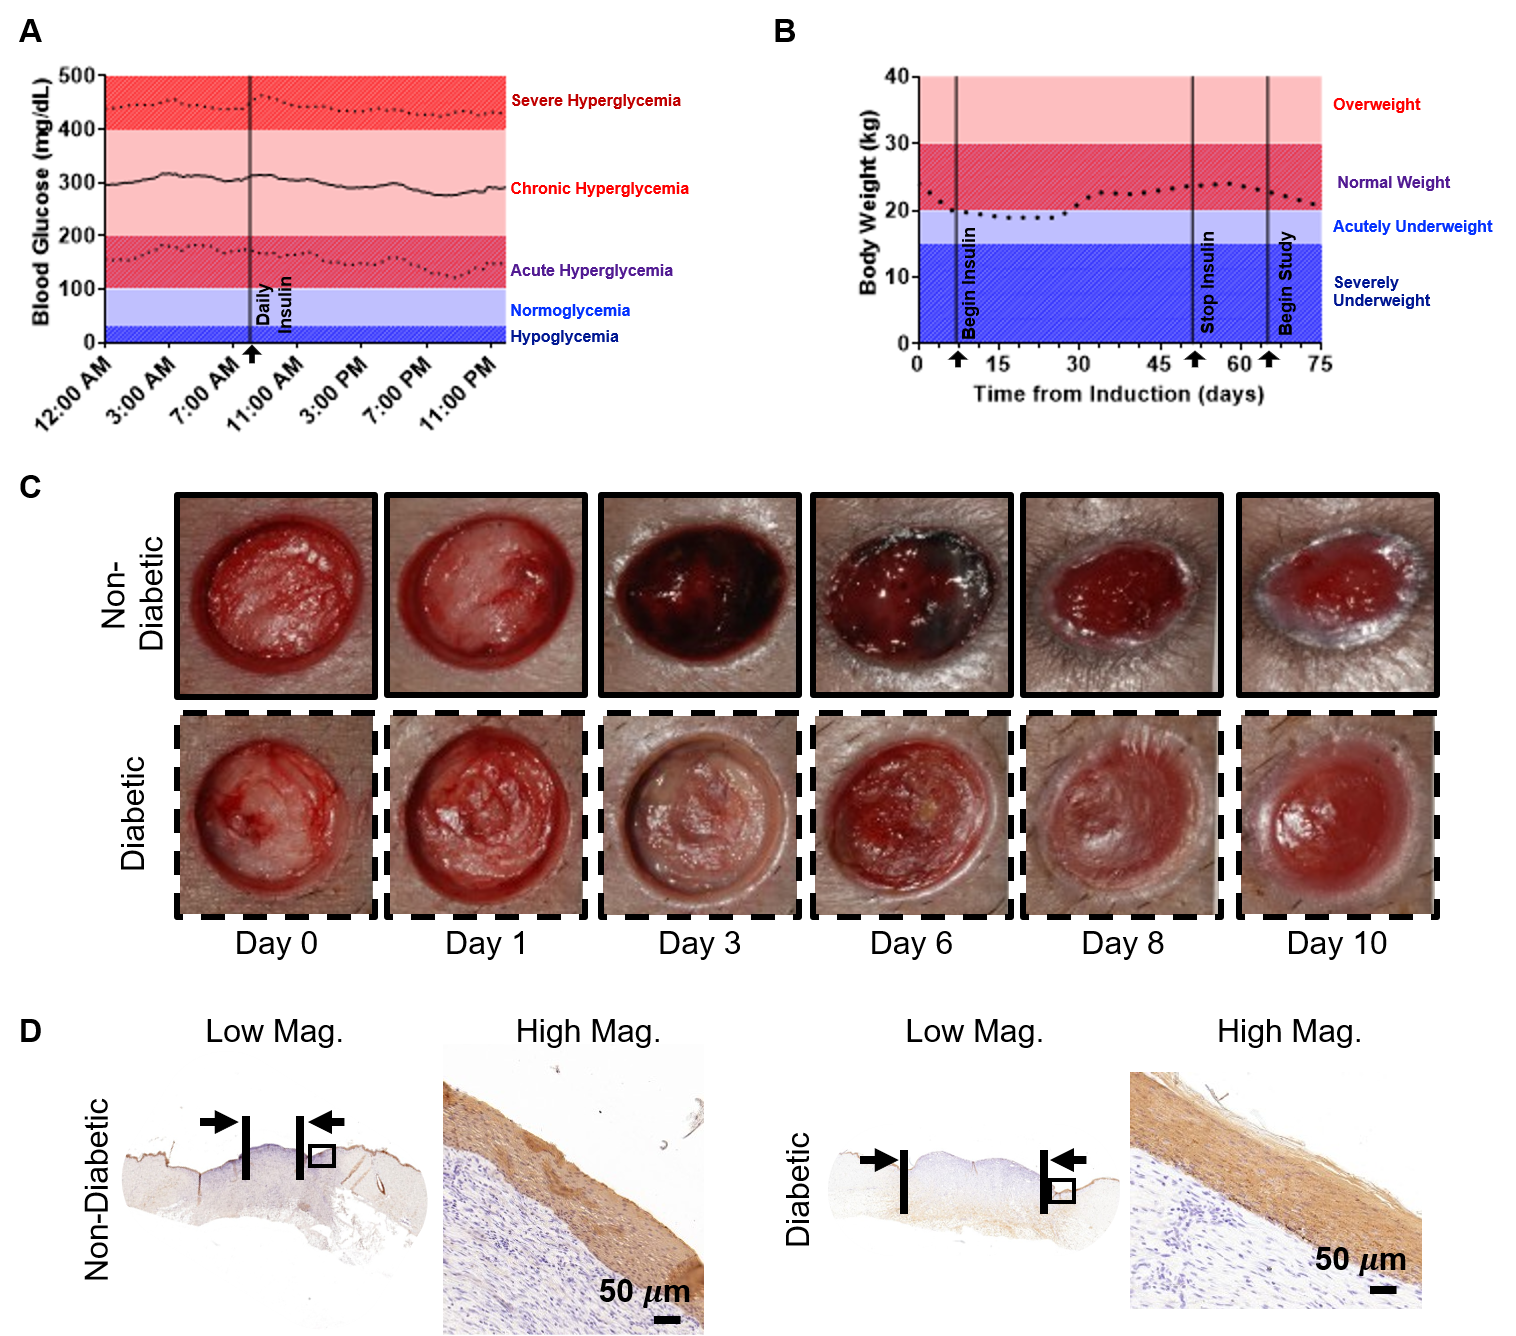

Figure S1. Streptozotocin induction and wound healing study in Yucatan minipig. **(A)** Average (mean ± std.) temporal daily blood glucose (mg/dL) and **(B)** body weight of diabetic minipig over the course of the study. **(C)** Representative images of wounds at day 0, 1, 3, 6, 8, and 10. **(D)** Representative IHC of re-epithelialization by cytokeratin 14 staining in diabetic and non-diabetic wounds at day 10, with dashed lines and arrows indicating the edge of the epithelial tongue.

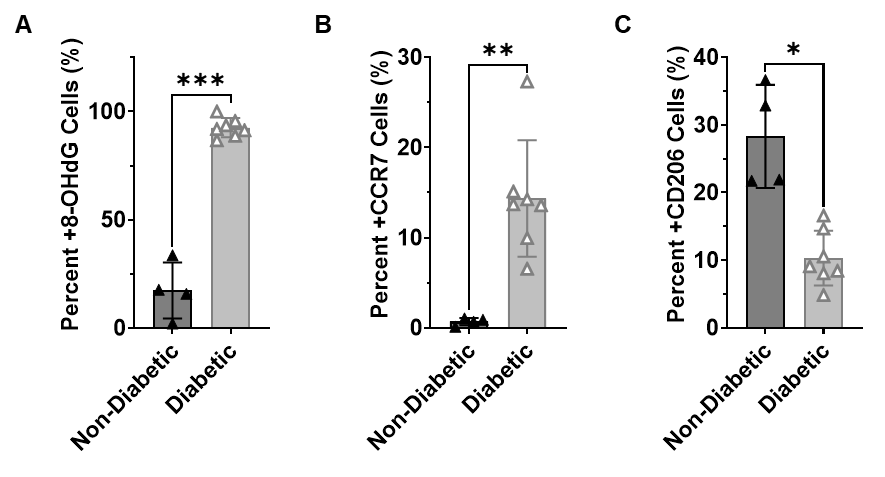

Figure S2. Quantification of **(A)** 8-OHdG, **(B)** CCR7, and **(C)** CD206 immunohistochemistry as a percentage of positive cells in the wound bed. *P<0.05, **P<0.01, and ***P<0.001, by Welch’s unpaired t-test.

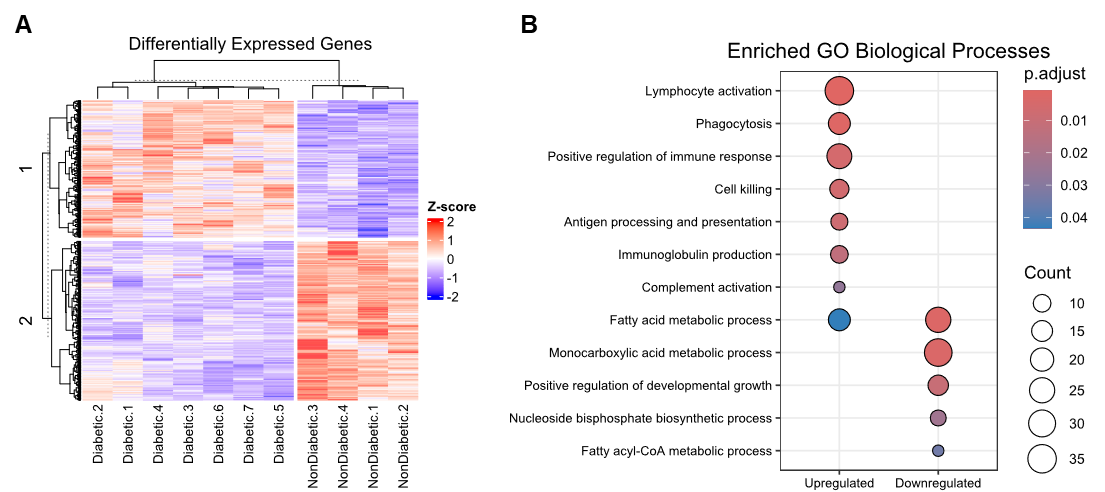

Figure S3. Differential gene expression and functional enrichment analysis. **(A)** Clustered heatmap of differentially expressed genes (DEGs), with row cluster 1 corresponding to upregulated genes in diabetic wounds and row cluster 2 corresponding to downregulated genes. **(B)** Gene ontology biological processes enriched within diabetic wounds.

Figure S4. KEGG enrichment – Graft versus host disease. **(A)** Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs non-diabetic wounds. **(B)** Clustered heatmap of upregulated genes within the graft versus host disease pathway.

**B**

**A**

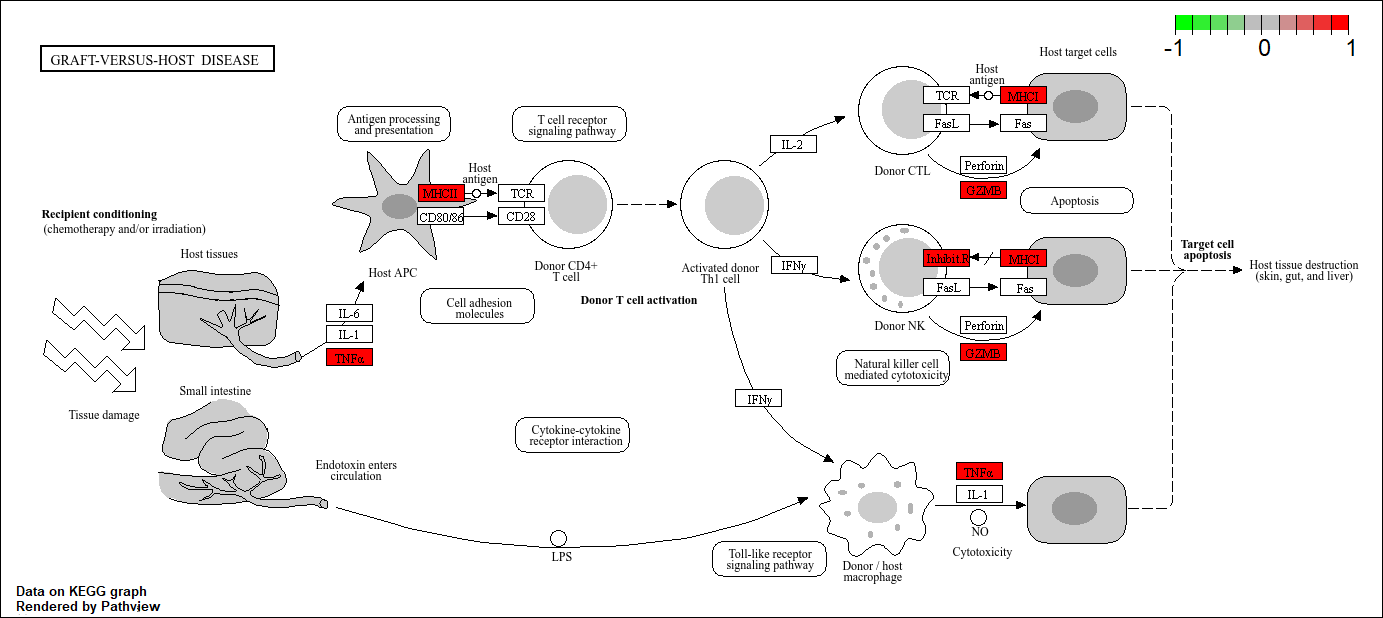

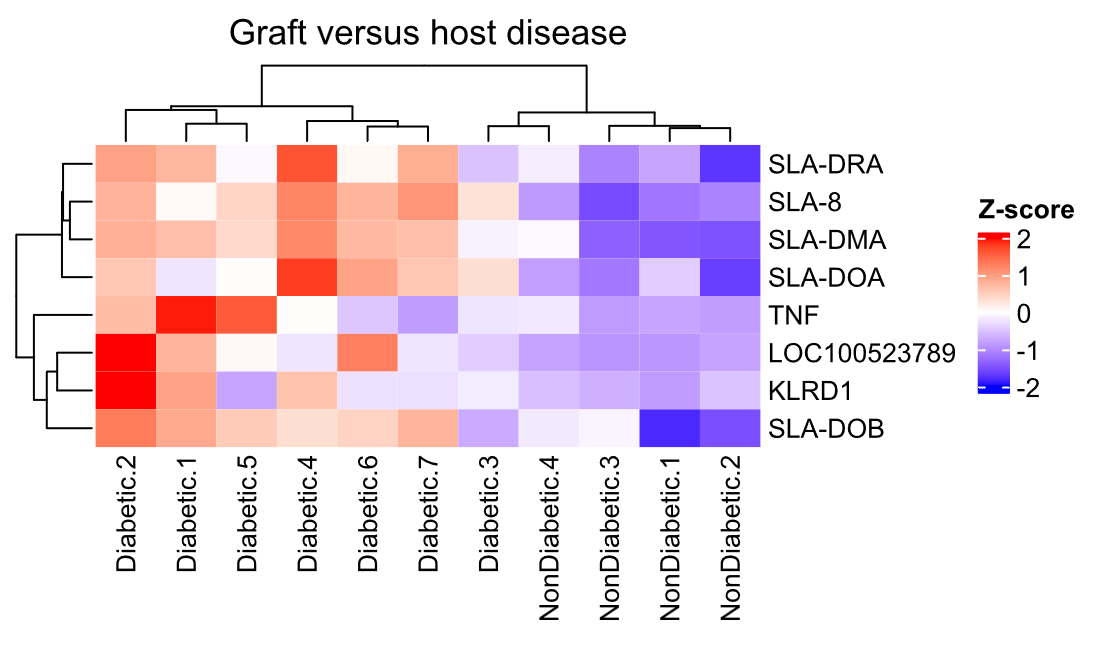

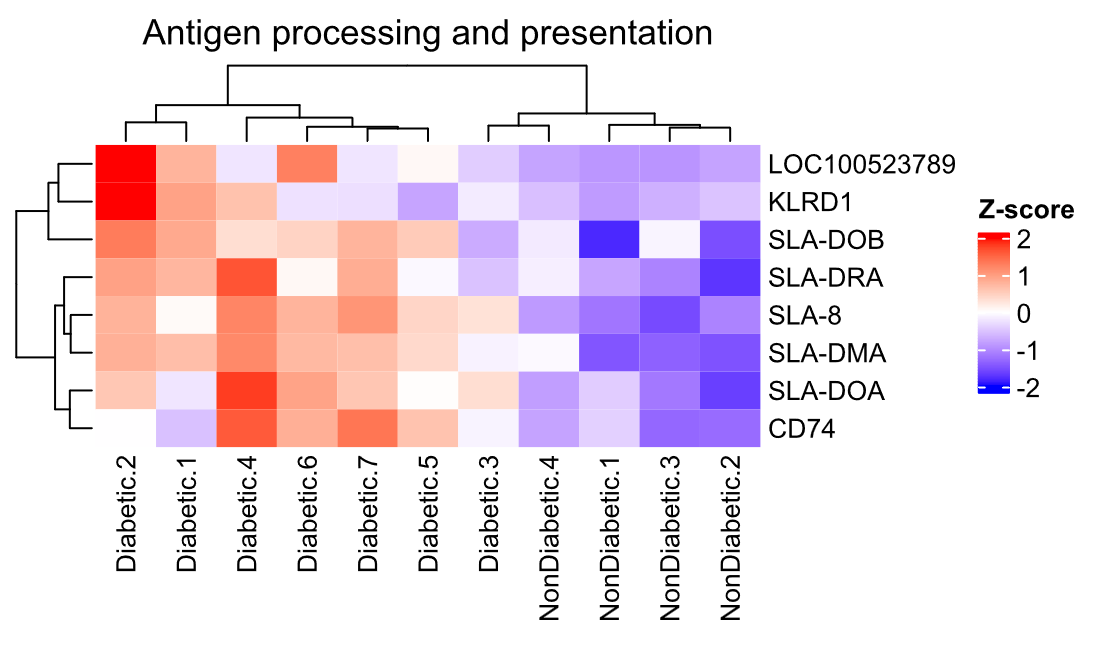

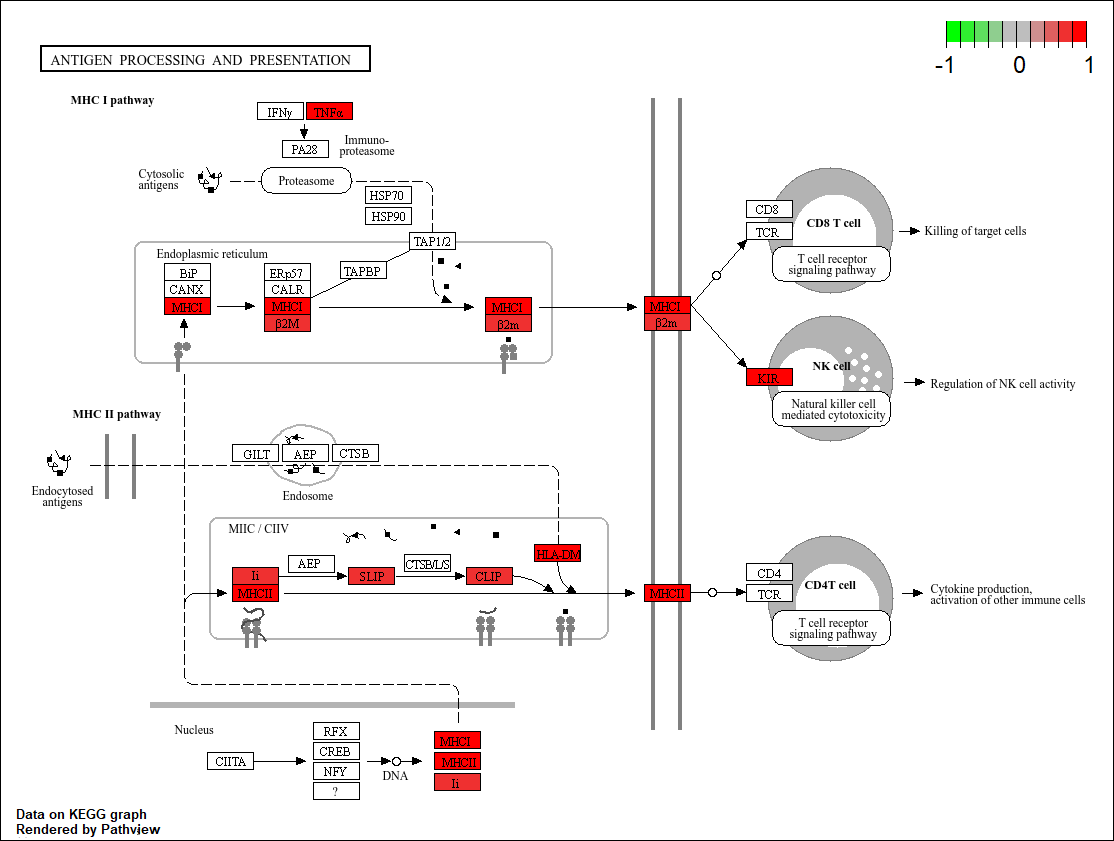
Figure S5. KEGG enrichment – Antigen processing and presentation. **(A)** Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs non-diabetic wounds. **(B)** Clustered heatmap of upregulated genes within the antigen processing and presentation pathway.

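The antigen processing and presentation pathway has 9 genes in Table S2, and limma called 6 of them higher in diabetic wounds, with log2 fold changes over the 9 from 0.53 to 4.04. The 3 that did not pass were SLA-DRA, SLA-DOB and CD74, whose mean FPKM was higher in diabetic wounds too.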

**B**

**A**

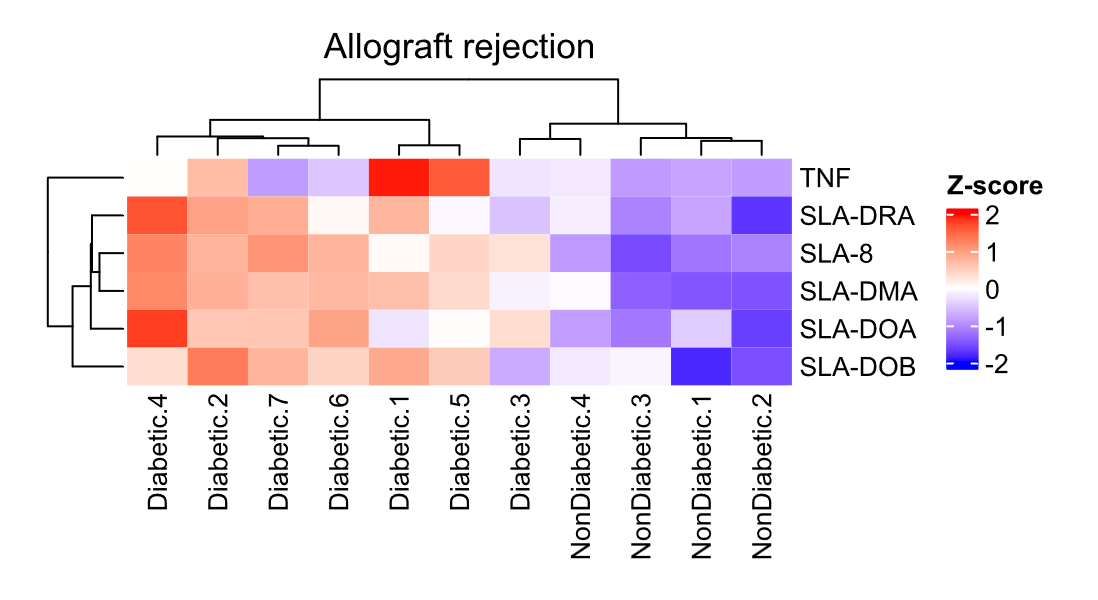
Figure S6. KEGG enrichment – Allograft rejection. **(A)** Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs non-diabetic wounds. **(B)** Clustered heatmap of upregulated genes within the allograft rejection pathway.
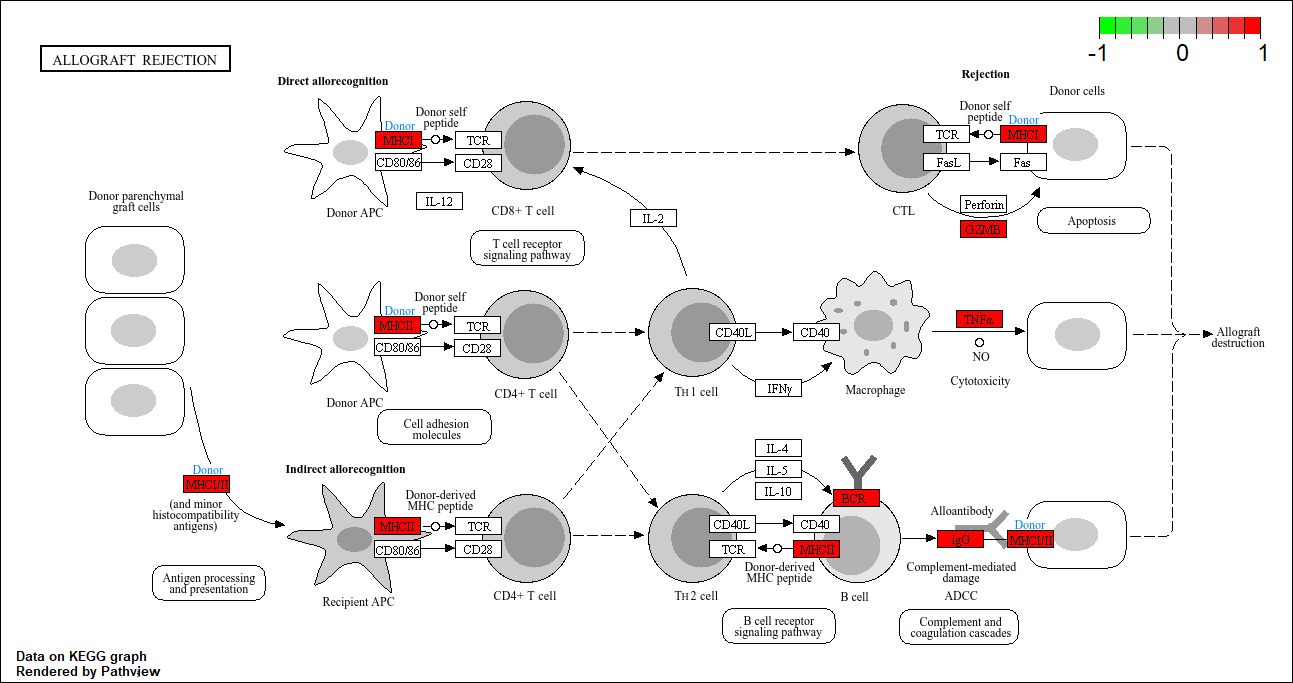

**B**

**A**

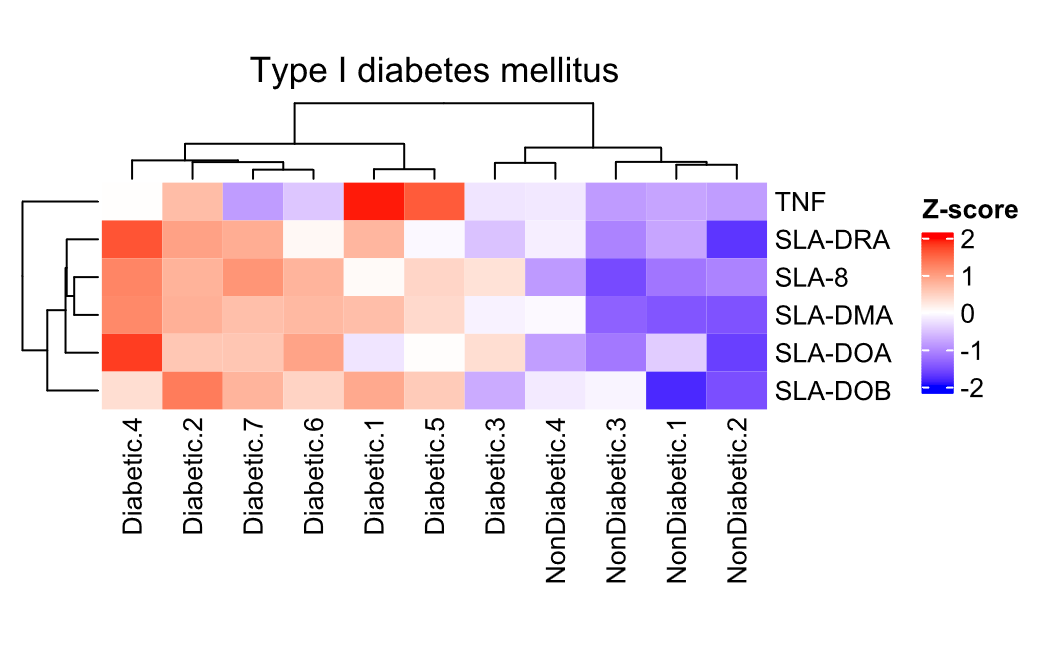

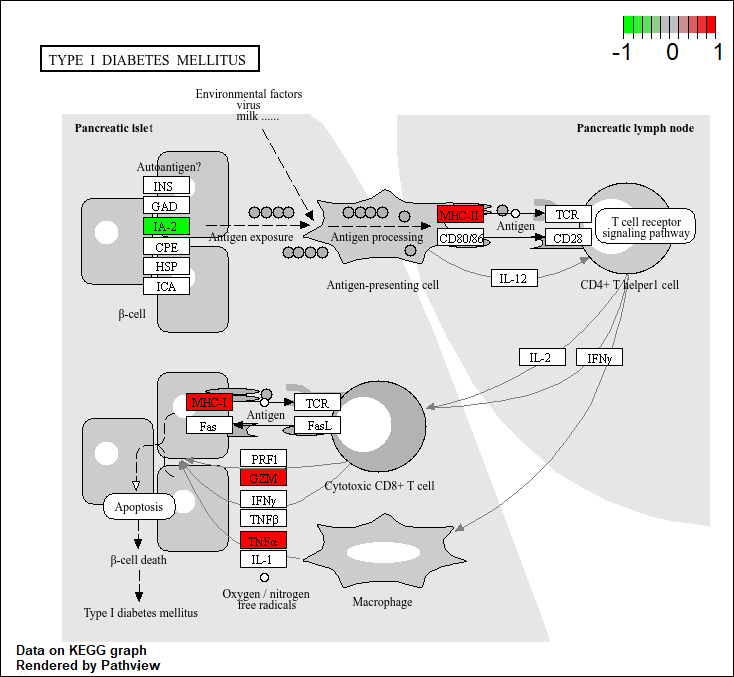
Figure S7. KEGG enrichment – Type I diabetes mellitus. **(A)** Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs nondiabetic wounds. **(B)** Clustered heatmap of upregulated genes within the type I diabetes mellitus pathway.

**A**

**B**

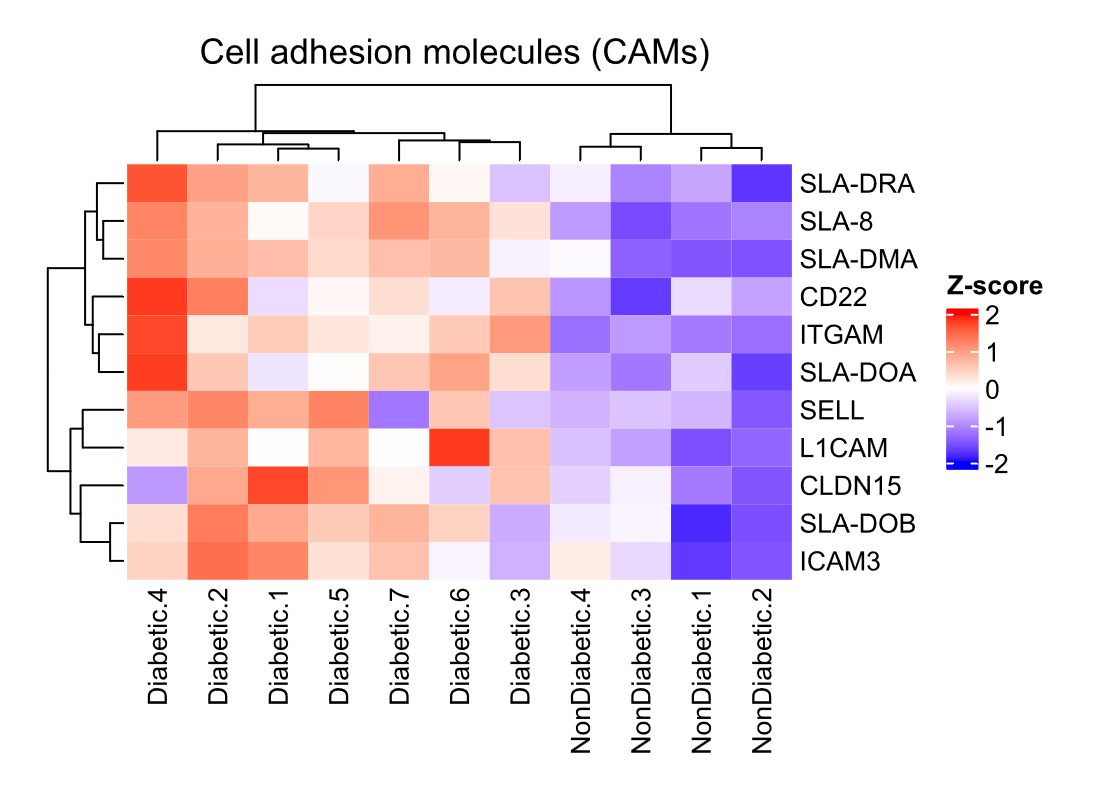
Figure S8. KEGG enrichment – Cell adhesion molecules (CAM) interactions. **(A)** Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs nondiabetic wounds. **(B)** Clustered heatmap of upregulated genes within the cell adhesion molecules (CAM) interactions pathway.

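All 11 genes that Table S2 gives for the cell adhesion pathway were tested, and 5 were called higher by limma. Adjusted over the 107 tested genes that the paper names, 10 passed. That is not independent evidence, since the study chose these genes on the same samples.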

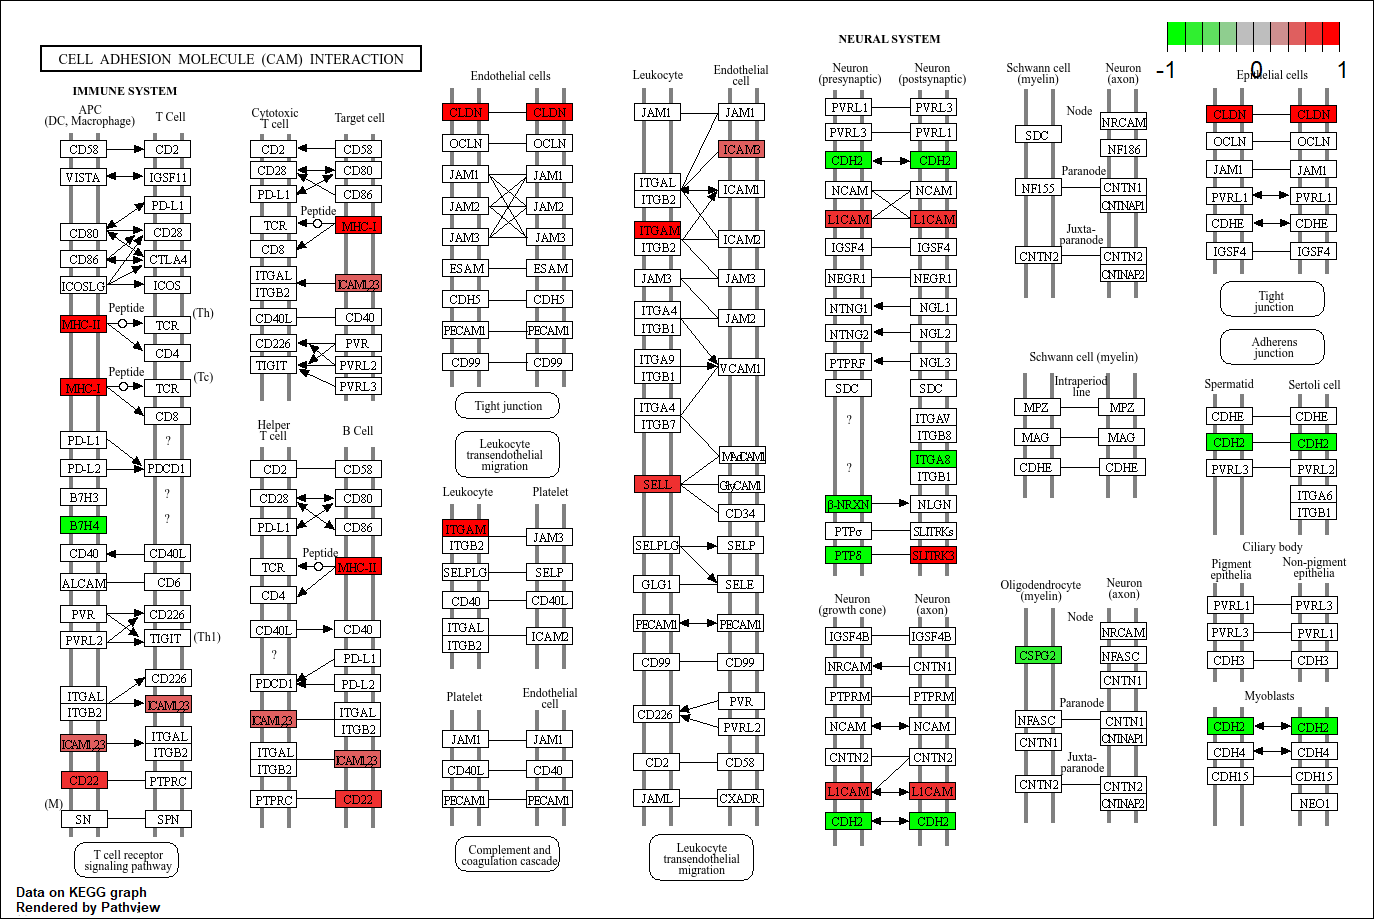

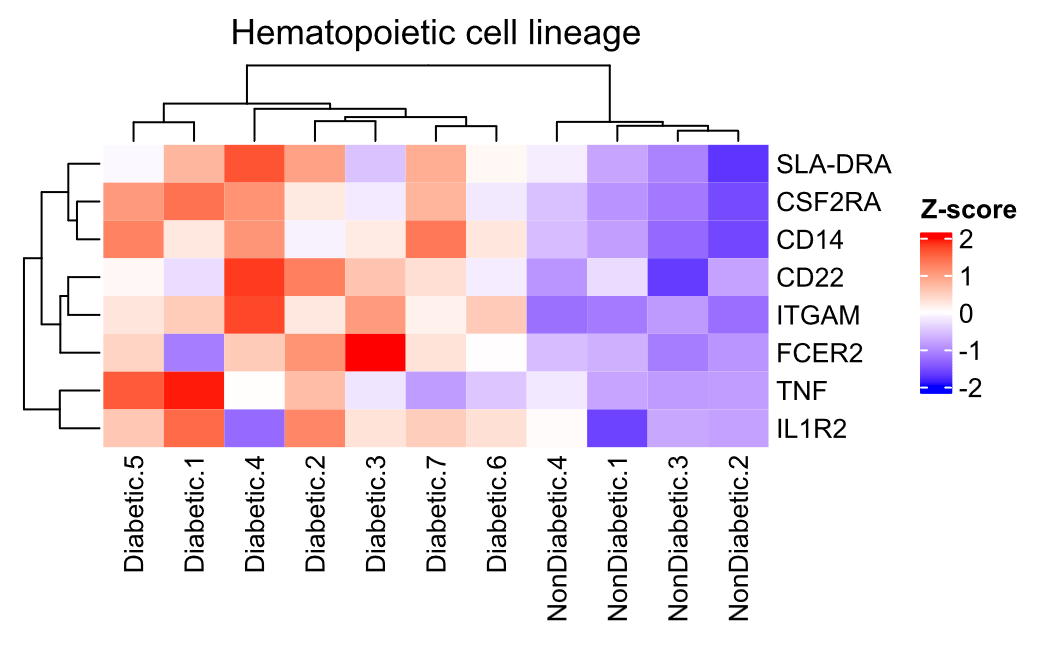
Figure S9. KEGG enrichment – Hematopoietic cell lineage. **(A)** Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs nondiabetic wounds. **(B)** Clustered heatmap of upregulated genes within the hematopoietic cell lineage pathway.
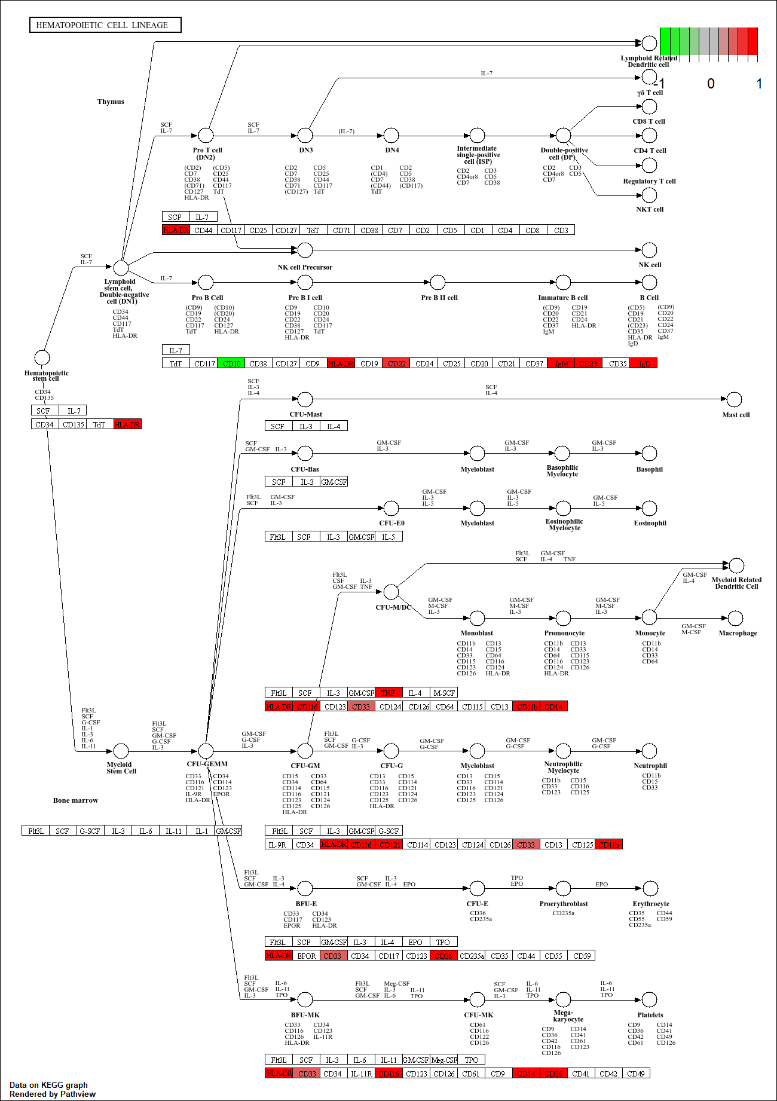

**B**

**A**

**B**

**A**

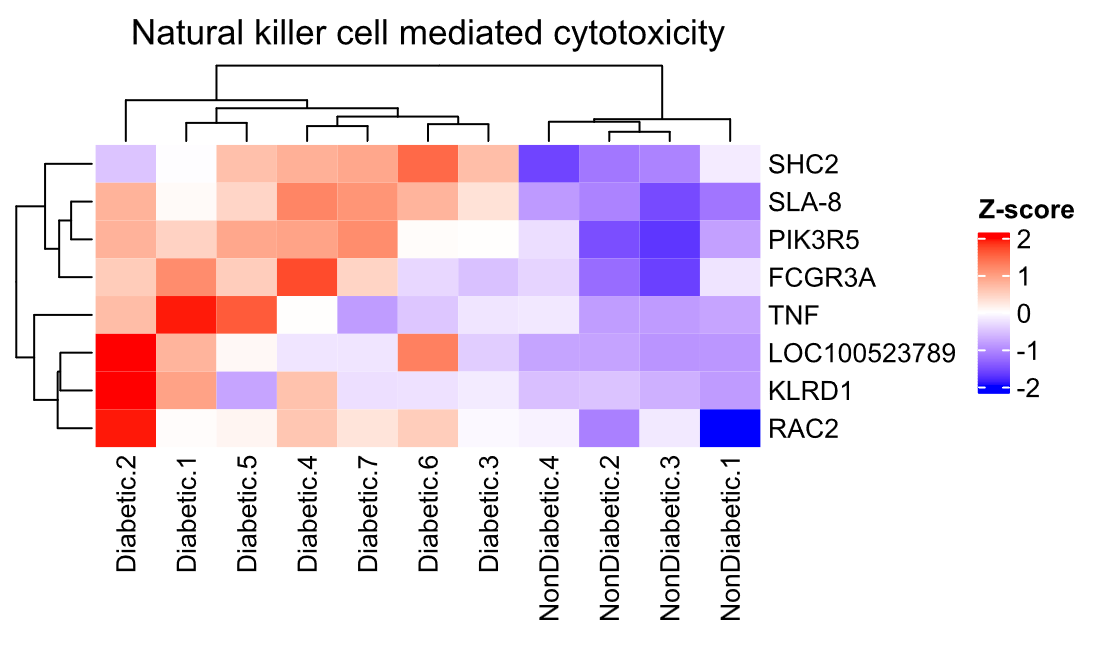
Figure S10. KEGG enrichment – Natural killer cell mediated cytotoxicity. **(A)** Pathway schematic illustrating genes that were upregulated (red) within the pathway in diabetic vs nondiabetic wounds. **(B)** Clustered heatmap of upregulated genes within the natural killer cell mediated cytotoxicity pathway.
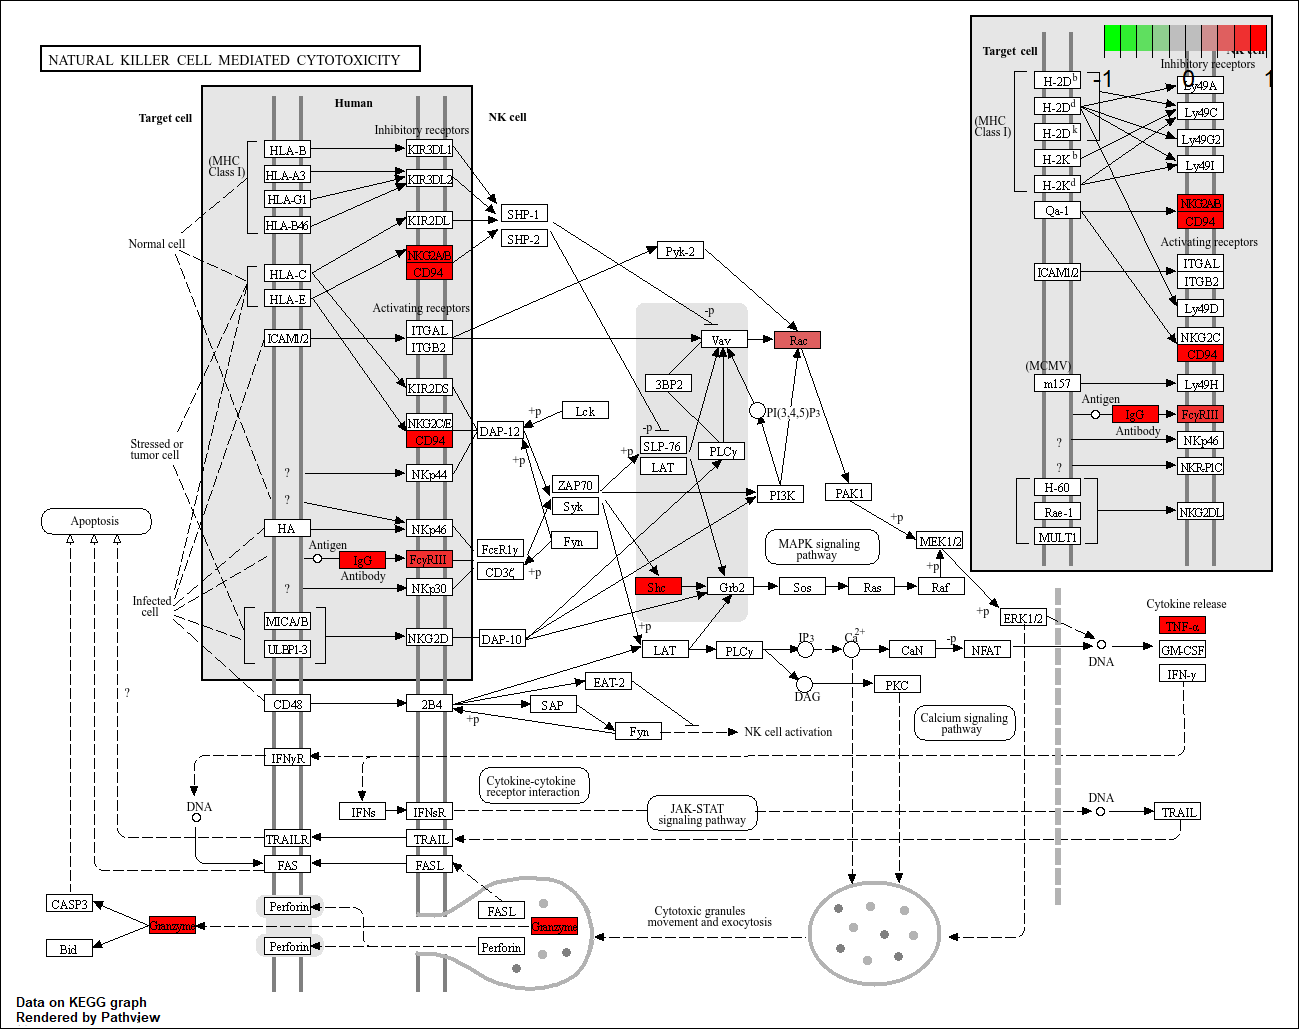

**B**

**A**

Figure S11. KEGG enrichment – Arachidonic acid metabolism. **(A)** Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs nondiabetic wounds. **(B)** Clustered heatmap of upregulated genes within the arachidonic acid metabolism pathway.
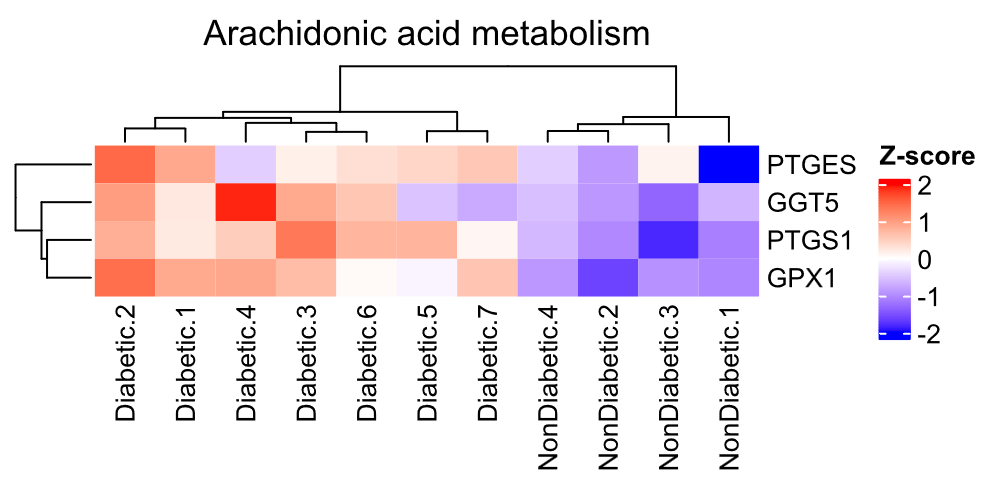

**B**

**A**

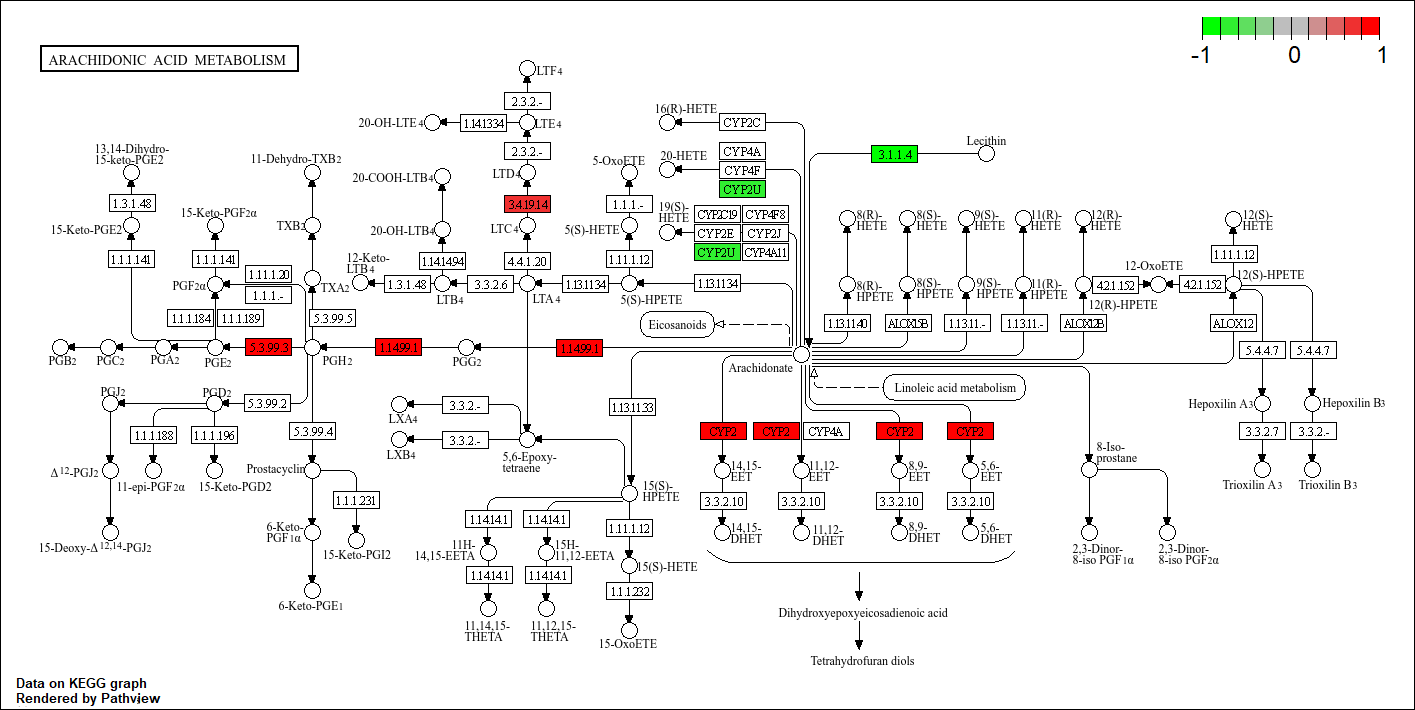

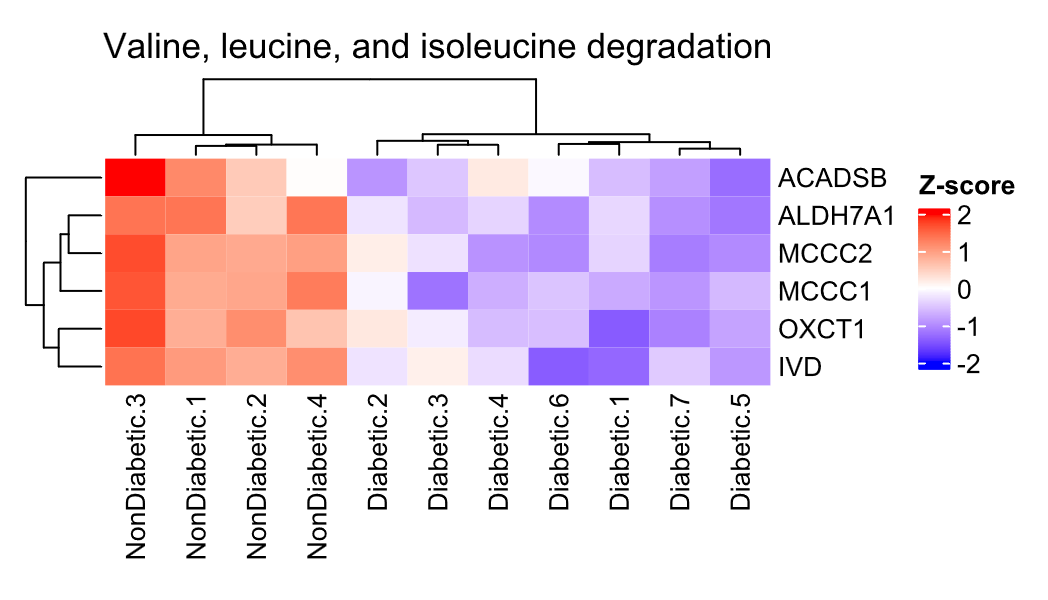
Figure S12. KEGG enrichment – Valine, leucine, and isoleucine degradation. **(A)** Pathway schematic illustrating genes that were downregulated (green) within the pathway in diabetic vs nondiabetic wounds. **(B)** Clustered heatmap of downregulated genes within the Valine, leucine, and isoleucine degradation pathway.

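Of the 7 names in Table S2 for this pathway, 5 matched a gene of the deposited values, and limma called 4 of these lower in diabetic wounds.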

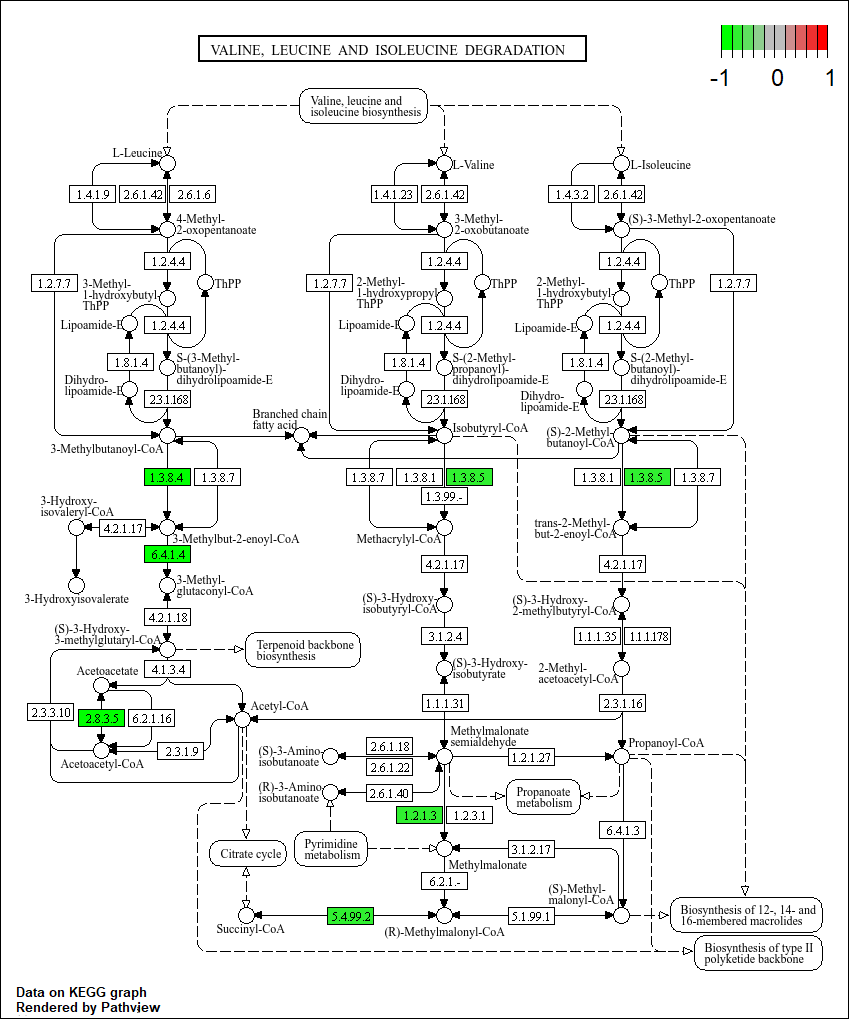

**B**

**A**

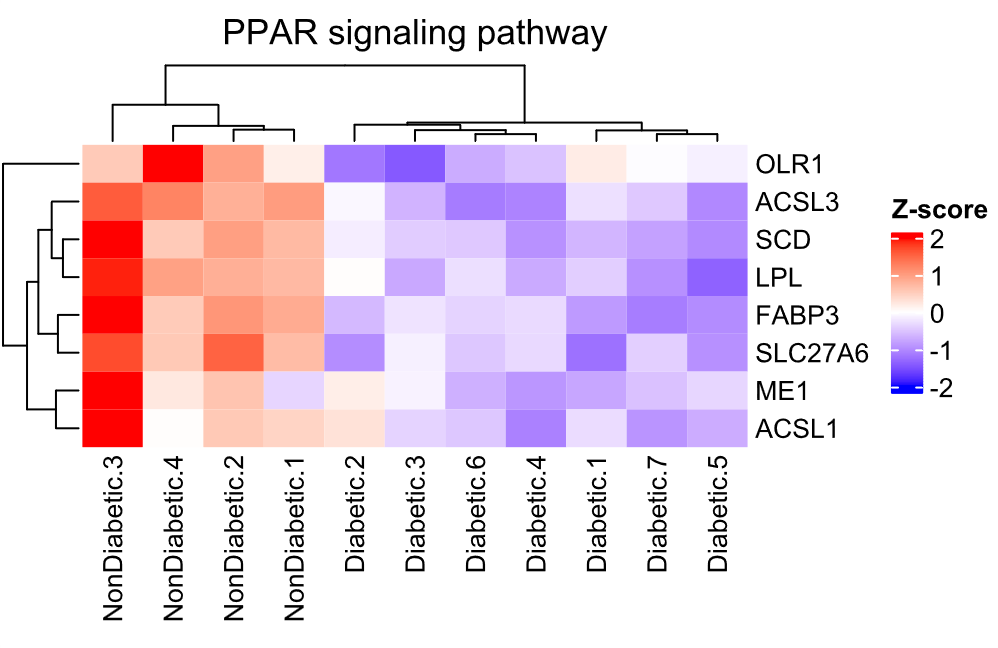
Figure S13. KEGG enrichment – PPAR signaling pathway. **(A)** Pathway schematic illustrating genes that were upregulated (red) and downregulated (green) within the pathway in diabetic vs nondiabetic wounds. **(B)** Clustered heatmap of downregulated genes within the PPAR signaling pathway.
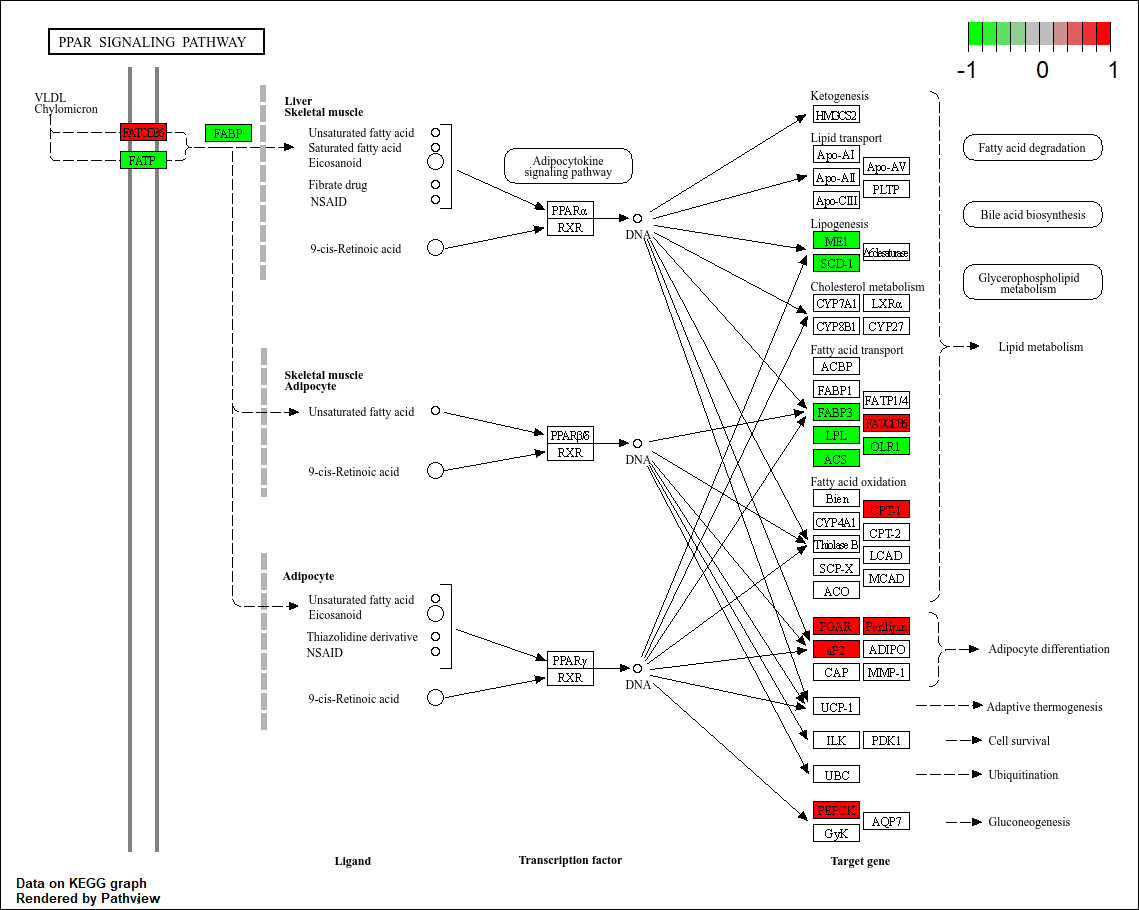

**B**

**A**

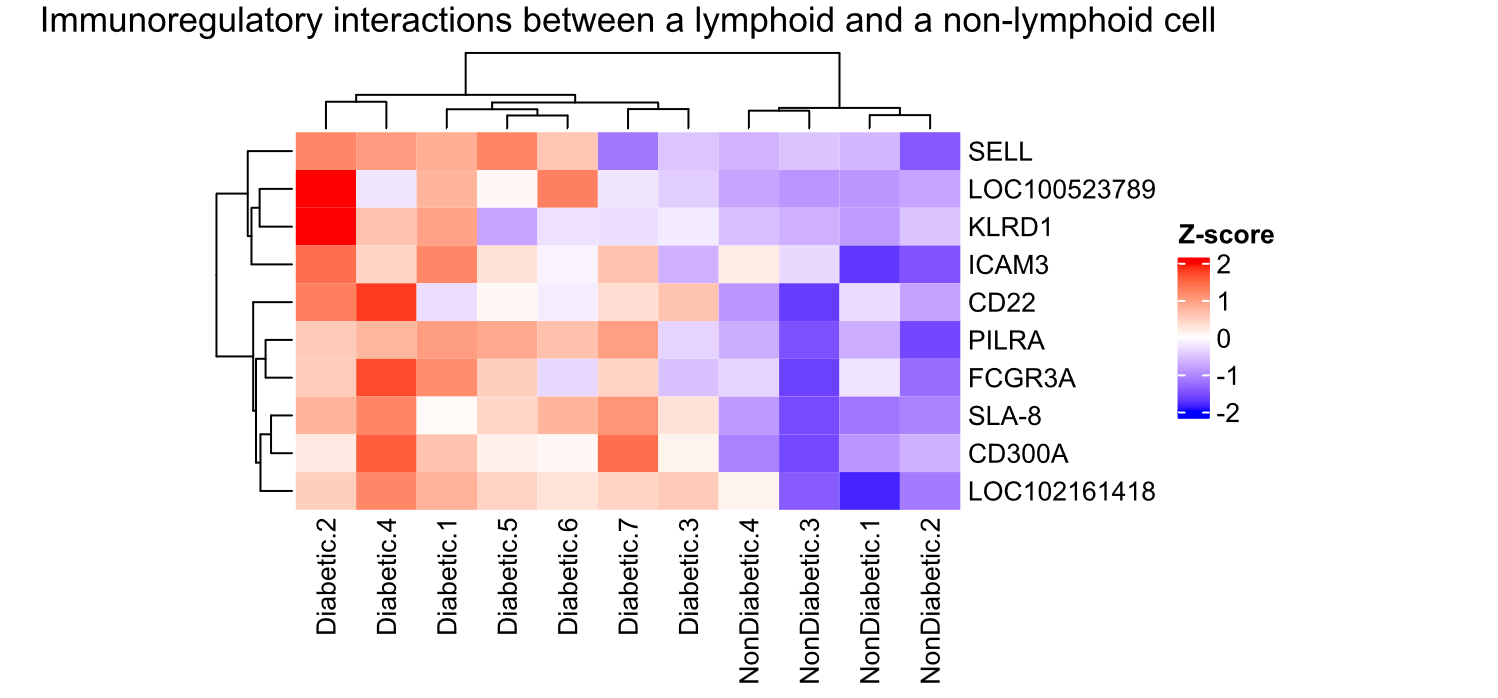

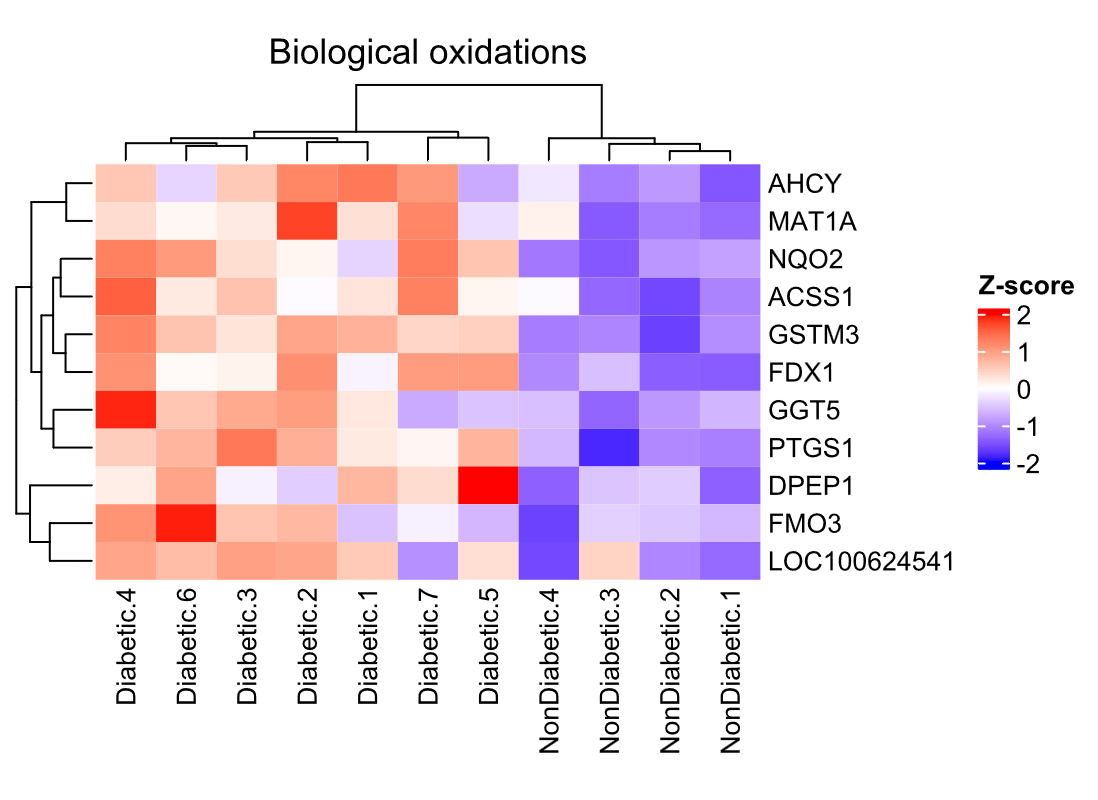
Figure S14. Upregulated Reactome enrichment. **(A)** Clustered heatmap of genes upregulated within the immunoregulatory interactions between lymphoid and non-lymphoid cell pathway in diabetic relative to nondiabetic wounds. **(B)** Clustered heatmap of genes upregulated within the biological oxidations pathway in diabetic relative to nondiabetic wounds.

**A**

**B**

Figure S15. Downregulated Reactome enrichment – Clustered heatmap of genes downregulated in diabetic relative to nondiabetic wounds within the **(A)** fatty acyl-CoA biosynthesis, **(B)** branched chain amino acid catabolism, **(C)** fatty acid metabolism, and **(D)** defects in vitamin and cofactor metabolism pathways.

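In the fatty acyl-CoA biosynthesis pathway 6 of 8 genes were called lower by limma, in branched chain amino acid catabolism 4 of 5, in fatty acid metabolism 11 of the 13 tested and in defects of vitamin and cofactor metabolism 4 of the 4 tested. All genes that Table S2 gives for these pathways had a lower mean FPKM in diabetic wounds. CUBN, a receptor gene in the last of these pathways, lay under the filter, at 0.211 ± 0.0665 FPKM (SD, n = 7) in diabetic and 0.371 ± 0.0551 FPKM (SD, n = 4) in non-diabetic wounds.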

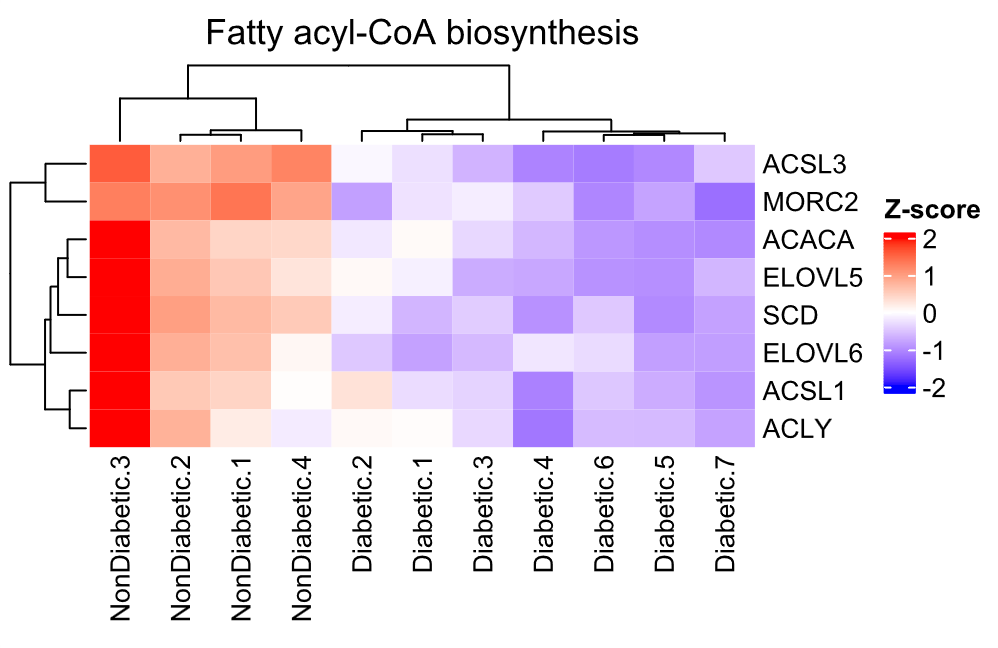

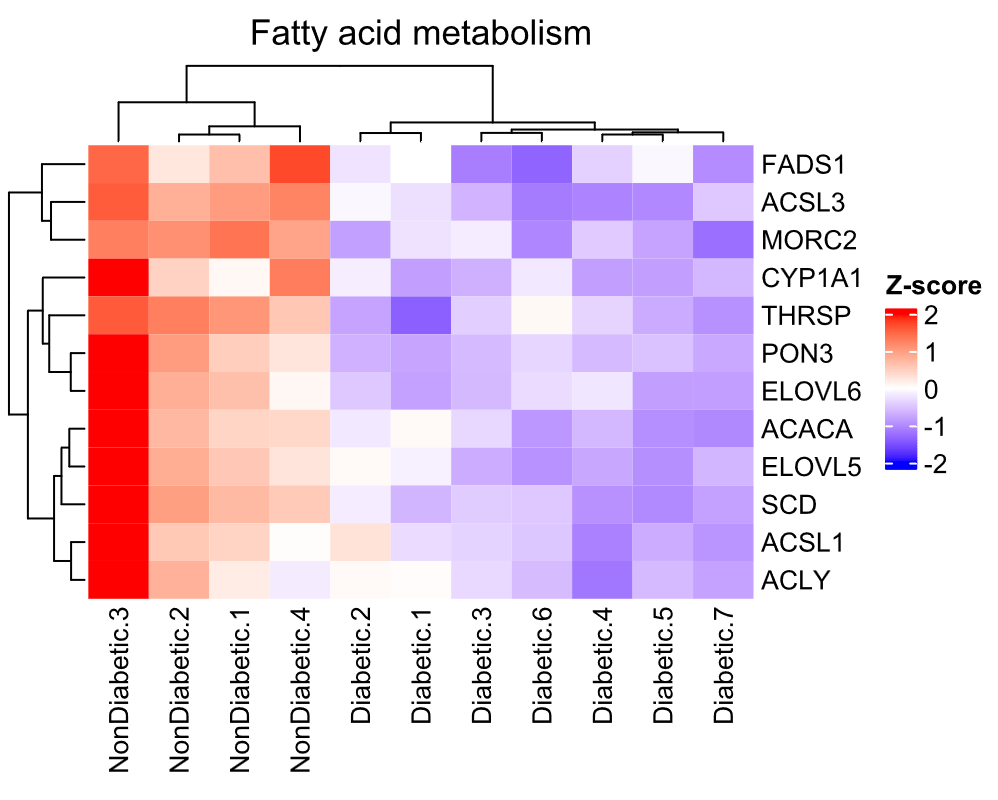

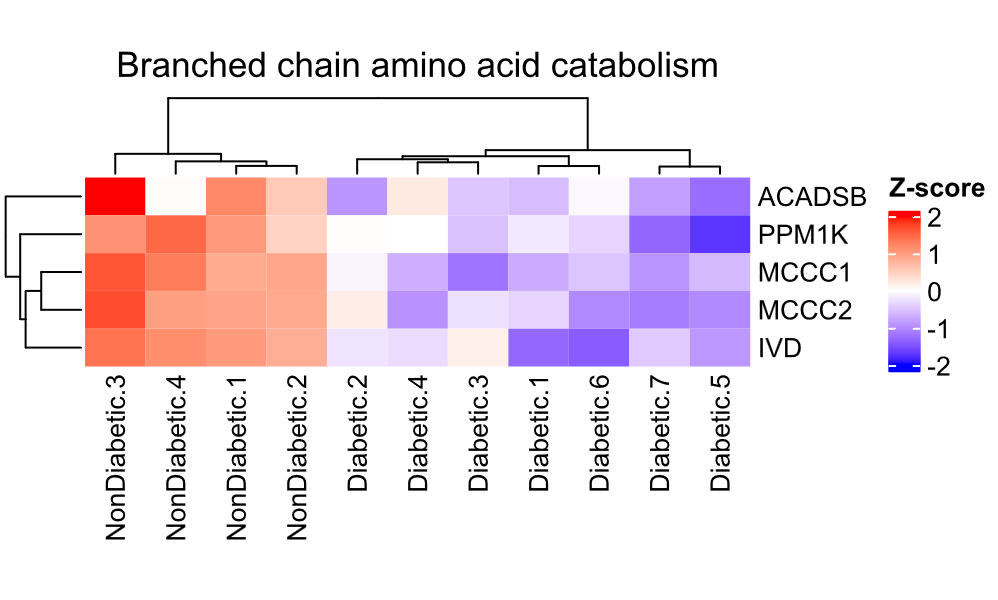

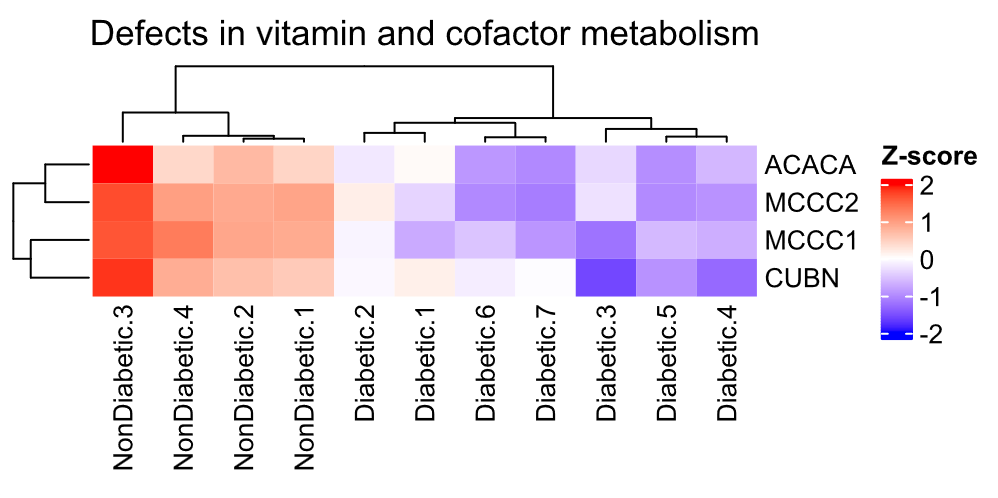

**A**

**B**

**C**

**D**

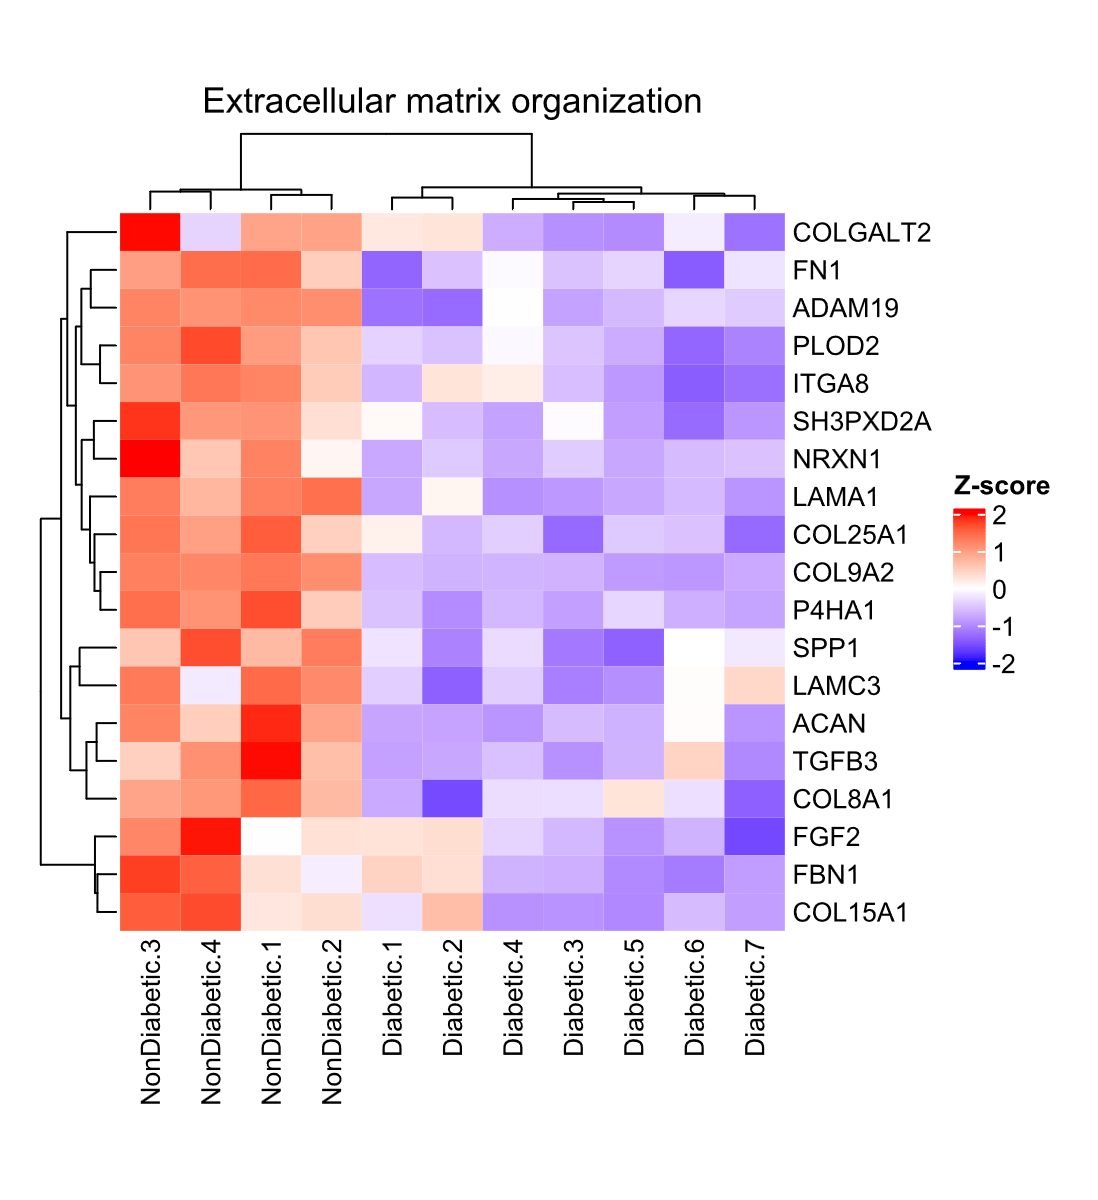
Figure S16. Downregulated Reactome enrichment – Clustered heatmap of genes downregulated in diabetic relative to nondiabetic wounds within the extracellular matrix organization pathway.

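Table S2 gives 19 genes for extracellular matrix organization, and 10 of the 16 tested were called lower by limma. Of the 19, 18 had a lower mean FPKM in diabetic wounds, LAMA3 being the exception. FN1, the fibronectin gene, was the most abundant, with 590.0 ± 107 FPKM (SD, n = 7) in diabetic and 883 ± 121 FPKM (SD, n = 4) in non-diabetic wounds, and did not pass the adjusted threshold (log2 fold change -0.59, standard error 0.15, adjusted p = 0.0567, limma).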

1 Velander, P. *et al.* Impaired wound healing in an acute diabetic pig model and the effects of local hyperglycemia. *Wound Repair Regen* **16**, 288-293 (2008). [https://doi.org:10.1111/j.1524-475X.2008.00367.x](rewritten://fa0e4321-1624-4c30-a05f-56e486a0947b)

2 Maikawa, C. L. *et al.* A co-formulation of supramolecularly stabilized insulin and pramlintide enhances mealtime glucagon suppression in diabetic pigs. *Nature Biomedical Engineering* **4**, 507-517 (2020). [https://doi.org:10.1038/s41551-020-0555-4](rewritten://707ed914-6e11-4fb9-9e13-013e82712068)

3 Christoffersen, B. O. *et al.* Functional and morphological renal changes in a Gottingen Minipig model of obesity-related and diabetic nephropathy. *Sci Rep* **13**, 6017 (2023). [https://doi.org:10.1038/s41598-023-32674-6](rewritten://1f4204de-51a4-4a1c-9c56-4f91533efdc6)

4 Gerrity, R. G., Natarajan, R., Nadler, J. L. & Kimsey, T. Diabetes-Induced Accelerated Atherosclerosis in Swine. *Diabetes* **50**, 1654-1665 (2001). [https://doi.org:10.2337/diabetes.50.7.1654](rewritten://2e541d86-008d-4cc2-9461-bb8eb7ff37bb)

How the deposited data were processed for this re-analysis (not part of the article)

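RNA was sequenced from 7 wounds of the diabetic minipig and 4 wounds of the non-diabetic minipig, excised on day 10, with 1 library per wound. The authors trimmed the reads with fastp, mapped them to Sscrofa11.1 with HISAT2, counted them with featureCounts and tested counts with DESeq2. The FPKM values used here, as deposited, were made by the authors from those reads with gene length and library size, and the formula is not stated in the paper's text. Multiplying by gene length gave whole reads for 100.0% of the values within 0.05 reads, with a divisor per library that followed median-of-ratios size factors (ratio 0.9623 to 0.9717). Of the 30376 genes, 30335 have an identifier in the NCBI annotation of Sscrofa11.1, 24 have no symbol, 2127 lie on unplaced scaffolds, and 26 symbols that a spreadsheet had turned into dates were repaired from the identifiers. Depth was 28314785 to 40168372 reads on genes, and 1 read on a gene of 2 kb corresponded to 0.0112 to 0.0194 FPKM.

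Genes with an FPKM of at least 0.5 in at least 4 libraries (13956) were compared on log2(FPKM + 0.5) with limma (lmFit, eBayes with trend) and Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. Single genes were also compared with a two-sided exact permutation test over all 330 splits into 7 and 4. The 34 lists were fatty acid oxidation, lipogenesis, sterol synthesis, branched chain amino acid catabolism, collagens, collagen cross-linking and processing, matricellular and structural matrix, MHC class I and peptide loading, MHC class II, interferon-stimulated, neutrophil, pro-inflammatory, alternatively activated and pan-macrophage, B and plasma cell, T and NK cell, keratinocyte, fibroblast and myofibroblast, endothelial, adipocyte, sebaceous gland, skeletal muscle, nerve and Schwann cell, hypoxia, glycolysis, PPAR targets of fasting, antioxidant, NADPH oxidase, mitochondrially encoded oxidative phosphorylation, proliferation, osteoclast and giant cell, glucocorticoid response, sex and haemoglobin genes. All but the sex genes were tested with fry and, as alternatives, camera. A symbol carried by 2 genes was not assigned to a list. The genes named are every gene in the paper's results text, Figure 2B or Table S2, the genes of the stained proteins, the 5 genes with the smallest adjusted p in each direction, the called genes not in Table S1 with the largest changes, sex genes, and called or most abundant members of the lists. Values in Table S1 had been seen when this rule was written. Genes named outside it, ACAD10, B2M, CELF2 on chromosome 10, COL17A1, HADHA, HADHB and LAMC3, were chosen after their values were seen.

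Alternatives changed the pseudocount, the filter, the scaling, the spread estimate, library weights, a block for the replicate number, a covariate for the side letter, the wounds included and the use of voom on recovered reads, and 3 further ones were added later. The test was tried on simulated data. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Some genes that the paper names are counted in the totals and are not reported here one by one. Stained sections, blood glucose and wound images were not used here.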

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

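The tests of explanations in this part were chosen after the results they concern had been seen, apart from quantile normalization and voom on recovered reads, which were set before the data were examined and were read as tests of an explanation afterwards. A wound is named where its gap to the nearest other wound of its group, as a share of the range of the group, is above Dixon's 95% value, which chance exceeds in about 1 in 20 groups.

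For the libraries, 2 of 8 groups held such a wound, non-diabetic replicate 4 with the most reads on genes (0.858) and non-diabetic replicate 1 with the fewest genes above 0 (0.848). For the mean of each list, 10 of 66 groups (15.15%) did, above the 5% of chance: T and NK cell highest in diabetic replicate 2, 0.587, alternatively activated macrophage highest in non-diabetic replicate 4, 0.835, glucocorticoid response lowest in non-diabetic replicate 1, 0.85, hypoxia lowest in diabetic replicate 4, 0.57, keratinocyte lowest in diabetic replicate 4, 0.832, keratinocyte lowest in non-diabetic replicate 1, 0.851, neutrophil lowest in diabetic replicate 4, 0.665, sebaceous gland lowest in diabetic replicate 4, 0.688, skeletal muscle highest in diabetic replicate 3, 0.904 and sterol synthesis lowest in diabetic replicate 4, 0.688. For the genes named, 18 of 250 groups (7.20%) did, close to that share, and those reported here are ACAN highest in diabetic replicate 6, 0.661, ANGPTL4 lowest in diabetic replicate 2, 0.652, CD79A highest in non-diabetic replicate 2, 0.854, COL15A1 highest in diabetic replicate 2, 0.664, CPT1A lowest in diabetic replicate 5, 0.589, CUBN highest in non-diabetic replicate 3, 0.886, ERAP1 highest in diabetic replicate 2, 0.585, ERAP1 highest in non-diabetic replicate 3, 0.88, GSTM3 highest in non-diabetic replicate 1, 0.848, IL1R2 lowest in diabetic replicate 4, 0.583, LAMA1 highest in diabetic replicate 2, 0.604, LOC110255312 lowest in diabetic replicate 4, 0.731, LPL highest in non-diabetic replicate 3, 0.922, MARCO highest in non-diabetic replicate 4, 0.857, MRC1 lowest in non-diabetic replicate 2, 0.85, SLA-8 lowest in non-diabetic replicate 3, 0.867 and SLA-DOB lowest in diabetic replicate 3, 0.586. All wounds were kept in the comparison, and values without each wound in turn are given with the alternatives.

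Diabetic replicate 4 and non-diabetic replicate 1 lie apart from the other 9 wounds on the first principal component. Both had the lowest values of 24 of 26 keratinocyte genes, so epidermis nearly missing from the sampled piece is a candidate explanation. A lower depth is argued against by the ratio of their reads to the median of the other wounds, at least 1.0. An exchange of their labels is argued against by 212 genes called without both, on which diabetic replicate 4 lies at 0.956 and non-diabetic replicate 1 at -0.070 between the non-diabetic (0) and diabetic (1) means. A difference in how far the epidermis had closed stays open and was not tested.

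Diabetic replicate 3 had the highest values of all 8 tested skeletal muscle genes and of all 23 matched ones, among them ACTA1, which did not pass the filter, at 957 FPKM against at most 0.0272 in the other wounds, so muscle tissue in the sampled piece is a candidate explanation. No biological explanation was tested.

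Between the groups, 395 of the 419 genes called were also called with the keratinocyte score as covariate, 335 after quantile normalization and 364 with voom on recovered reads, which argues against the epidermal share, the authors' scaling and sequencing depth as the whole cause. A difference between the 2 minipigs unrelated to diabetes cannot be told apart from one due to diabetes, since there is 1 minipig per group.

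Signals in further lists follow, with the epidermal share and the authors' scaling argued against as whole causes in each. The paper discusses PPAR signalling and names 4 genes of the PPAR target list and 2 of the B and plasma cell list. It also names 1 gene each of the osteoclast and glucocorticoid response lists. The 17 tested genes of B and plasma cells had a median log2 fold change of 0.733 (adjusted p = 0.00296, fry of limma), 0.819 with the keratinocyte score and 0.754 after quantile normalization, with CD79A, CD79B, FCRLA, POU2AF1, MZB1, IRF4 and BHLHA15 called higher. Reads shared between immunoglobulin paralogs are argued against, since 0 antigen receptor segment genes are in the list. The 32 tested interferon-stimulated genes had -0.656 (adjusted p = 0.0145, fry of limma), -0.719 with the keratinocyte score and -0.706 after quantile normalization, with 0 of 32 higher and IFI6, IFI44, IFI44L, OAS2, RSAD2, CMPK2, BST2 and RTP4 called lower (limma). Fewer macrophages in the diabetic wounds are argued against by the pan-macrophage median of 0.466. That list kept its sign but did not pass in 19 of 28 alternatives, and it does not cover other leukocytes. More B and plasma cells, and a lower interferon response, stay open as hypotheses beside a difference between the minipigs.

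The 11 tested osteoclast and giant cell genes had -0.407 (adjusted p = 0.0145, fry of limma), -0.471 with the keratinocyte score and -0.404 after quantile normalization, with ATP6V0D2, SPP1 and TM4SF19 called lower. Fewer macrophages are argued against by the same pan-macrophage median of 0.466, though that list did not pass in 19 of 28 alternatives. The 17 glucocorticoid response genes had 0.387 (adjusted p = 0.0126, fry of limma), 0.499 with the keratinocyte score and 0.342 after quantile normalization. Without the genes shared with the PPAR targets the median was 0.104, so the shared members may account for much of it. The 21 PPAR targets of fasting had 0.348 (adjusted p = 0.000635, fry of limma), 0.318 with the keratinocyte score and 0.255 after quantile normalization. The haemoglobin list, with 2 of 8 matched genes past the filter, had -1.763 (adjusted p = 0.0264, fry of limma), -1.815 with the keratinocyte score and -1.767 after quantile normalization, HBB at 5.44 FPKM in diabetic and 27.9 FPKM in non-diabetic wounds, and the amount of blood in the pieces was not tested. Over the alternatives set before the data were examined its median ran from -2.911 to -0.134, and it did not pass in 6 of all 27 alternatives (adjusted p up to 0.308, fry or camera of limma), among them those without the filter and without 4 of the wounds in turn. Fewer adipocytes are argued against as the whole cause for the lipogenesis list, at -0.507 with the adipocyte score as covariate.

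Of the 419 genes called, 5 are not in Table S1, all lower in diabetic wounds, with means under 1.5 FPKM: LOC100523503 (-0.87, adjusted p = 0.0494), MIR219A (-1.42, adjusted p = 0.0339), LOC110256371 (-0.72, adjusted p = 0.035), LOC100524517 (-0.65, adjusted p = 0.0479) and LOC100521853 (-0.81, adjusted p = 0.029) (limma). Of these, 3 are pseudogenes, and whether their reads come from the parent genes was not tested. Several of the calls depended on the setting. Of 24 alternatives, 5 kept LOC100523503, 6 LOC100524517, 12 LOC110256371 and 14 LOC100521853.

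Genes on unplaced scaffolds, antigen receptor segment genes aside, were called more often than genes on chromosomes, 19 of 222 (8.56%) against 377 of 13684 (2.76%) (Fisher's exact test, two-sided, p = 2e-05). Copies of a gene that differ between the 2 minipigs or from the reference are a candidate explanation, which bears on LOC110259135, LOC110258135 and CSF2RA. Of the 50 tested segment genes, all were higher and 23 were called.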

How the results depend on the processing

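The tests with voom on genes with 10 reads in 4 libraries, with a keratinocyte score and with an adipocyte score as covariate were chosen after seeing the data. All other alternatives, the comparison, its thresholds, the lists and the rule for the genes named were set before the data were examined, after Table S1 had been read. In list results, the value in brackets is the median log2 fold change.

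The counts of genes called higher and lower by limma, 188 and 231, were 200 and 221 with a pseudocount of 0.1, 174 and 192 with 1, 162 and 214 without the filter, 177 and 185 with the filter at 1 FPKM, 186 and 236 after median-of-ratios scaling, 167 and 209 after quantile normalization, 188 and 232 with a robust spread, 165 and 188 with the side letter as covariate and 149 and 259 with voom on recovered reads. Of the 419 genes, 335 were called after quantile normalization and 364 with voom. Library weights called 406 and 416, giving diabetic replicate 3 a weight of 2.00 and diabetic replicate 1 one of 0.373. With the keratinocyte score the counts were 246 and 245, with the adipocyte score 289 and 302 and with voom at 10 reads 163 and 331.

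With the replicate block, 11 and 5 genes were called higher and lower (limma), all 16 of them among those called without it and in Table S1, against 824 at an unadjusted p under 0.05. The replicate numbers count wounds within a minipig and do not pair wounds between the minipigs. Diabetic and non-diabetic wounds of the same number were not alike, with correlations of -0.267, 0.215, 0.068 and -0.483 for numbers 1 to 4. Diabetic replicates 5 to 7 have no partner, so the block compares 4 wounds with 4, and fewer wounds give fewer calls by construction. Of the 76 genes that the paper names and limma called, 6 passed with the block.

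Of these 76 genes, the number that stayed past the thresholds in the same direction was 76 with a pseudocount of 0.1, 74 with 1, 66 without the filter, 71 of the 71 tested with the filter at 1 FPKM, 74 after median-of-ratios scaling, 69 after quantile normalization, 76 with a robust spread, 73 with library weights, 70 with the side letter, 74 with voom, 74 with voom at 10 reads, 76 with the keratinocyte score and 74 with the adipocyte score. None of the 76 changed sign in any alternative.

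With a pseudocount of 0.1, the collagen (-0.12) list no longer passed. With a pseudocount of 1, the pan-macrophage (0.402) list no longer passed. Without the filter, the alternatively activated macrophage (0.068), haemoglobin (blood) (-0.134) and pan-macrophage (0.466) lists no longer passed. With the filter at an FPKM of at least 1, which tested fewer genes, the collagen (-0.114), osteoclast (-0.262) and pan-macrophage (0.466) lists no longer passed. After median-of-ratios scaling, the median of the cross-linking (-0.005), endothelial (-0.005) and mitochondrial oxidative phosphorylation (-0.002) lists changed sign and the change of PDIA3 (-0.004) changed sign. After quantile normalization, the median of the cross-linking (-0.103), endothelial (-0.078), fatty acid oxidation (-0.001), mitochondrial oxidative phosphorylation (-0.037) and sterol synthesis (-0.009) lists changed sign, the change of CEBPD (-0.051), PDIA3 (-0.177), SERPINH1 (-0.103) and XBP1 (-0.026) changed sign, the alternatively activated macrophage (0.213), MHC class I (0.123) and pan-macrophage (0.34) lists no longer passed and the hypoxia (-0.234) list passed. With library weights, the median of the endothelial (-0.062), matricellular (0.075), mitochondrial oxidative phosphorylation (-0.052) and sterol synthesis (-0.054) lists changed sign, the change of ECHS1 (0.034), LAMA3 (-0.105) and SPARC (0.272) changed sign, the collagen (-0.026) list no longer passed and the antioxidant (0.13), MHC class II (0.42), nerve and Schwann cell (0.191) and sebaceous gland (-0.154) lists passed. With the replicate block, the median of the cross-linking (-0.199), endothelial (-0.01) and sterol synthesis (-0.026) lists changed sign, the change of PDIA3 (-0.12) and SERPINH1 (-0.264) changed sign and the branched chain amino acid (-0.182), collagen (-0.254), fatty acid oxidation (0.071), glucocorticoid response (0.258), MHC class I (0.144) and pan-macrophage (0.337) lists no longer passed. The cause was not tested.

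With the side letter as covariate, the median of the cross-linking (-0.015) list changed sign, the change of ECHS1 (0.001) and PDIA3 (-0.007) changed sign and the collagen (-0.13), fatty acid oxidation (0.061) and pan-macrophage (0.454) lists no longer passed. With voom on recovered reads, the alternatively activated macrophage (0.276), collagen (-0.122), MHC class I (0.192) and pan-macrophage (0.481) lists no longer passed. With voom on genes with 10 reads in 4 libraries, the alternatively activated macrophage (0.117), collagen (-0.122), fatty acid oxidation (0.065), MHC class I (0.193) and pan-macrophage (0.48) lists no longer passed. With the keratinocyte score as covariate, the median log2 fold change, keratinocyte genes, was -0.376 and changed sign, as did the median of the matricellular (0.014) and sterol synthesis (-0.166) lists, the log2 fold change of LAMA3 (-0.116), the log2 fold change of LOC110255312 (-0.348), the log2 fold change of LYZ (-0.293) and SPARC (0.124) changed sign, the collagen (-0.114) and MHC class I (0.195) lists no longer passed and the antioxidant (0.028), hypoxia (-0.256), MHC class II (0.451) and sebaceous gland (-0.21) lists passed. With the adipocyte score as covariate, the median of the endothelial (-0.067), matricellular (0.042), mitochondrial oxidative phosphorylation (-0.092) and sterol synthesis (-0.038) lists changed sign, the change of CEBPD (-0.028), LAMA3 (-0.022) and SPARC (0.196) changed sign, the alternatively activated macrophage (0.15), collagen (-0.01) and pan-macrophage (0.417) lists no longer passed and the adipocyte (-0.002) and nerve and Schwann cell (0.223) lists passed. With camera at its preset correlation, the adipocyte (-0.502), hypoxia (-0.168), MHC class II (0.384), neutrophil (0.291) and proliferation (0.419) lists passed. With camera at the estimated correlation, the alternatively activated macrophage (0.261), B and plasma cell (0.733), branched chain amino acid (-0.135), collagen (-0.114), fatty acid oxidation (0.065), glucocorticoid response (0.387), haemoglobin (blood) (-1.763), interferon-stimulated (-0.656), lipogenesis (-0.738), MHC class I (0.192), osteoclast (-0.407), pan-macrophage (0.466) and PPAR target (0.348) lists no longer passed. Without the genes that the paper names, the alternatively activated macrophage (0.104), branched chain amino acid (-0.037), collagen (-0.083), fatty acid oxidation (0.063), lipogenesis (-0.05), MHC class I (0.139) and pan-macrophage (0.388) lists no longer passed. The last removes the genes that the study picked on these samples. The cause was not tested for the others.

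Below, D1 to D7 are diabetic and N1 to N4 non-diabetic replicates, and each value is the one without that wound. Leaving out 1 wound at a time gave 110 to 236 genes called higher (more than 1.5 times from the count with all wounds: without N1, 110 and N3, 110), 99 to 246 genes called lower (more than 1.5 times from the count with all wounds: without D3, 145, D5, 152, N1, 99, N2, 142, N3, 110 and N4, 129) and 203 to 452 Table S1 genes called in the same direction (more than 1.5 times from the count with all wounds: without N1, 203, N2, 259, N3, 213 and N4, 246). Of the 76 genes, the number that lost its call was 2 without D1, 4 without D2, 16 without D3, 6 without D4, 13 without D5, 7 without D6, 13 without D7, 21 without N1, 17 without N2, 18 without N3 and 14 without N4 (limma). Fewer wounds are part of each such change by construction.

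The list medians without 1 wound ranged as follows, with the wounds whose omission changed whether the list passed fry or changed the sign of its median. Alternatively activated macrophage 0.179 to 0.322 (lost without D3 0.269, D5 0.261, D7 0.274, N1 0.179, N2 0.197 and N3 0.304). Antioxidant 0.074 to 0.191 (passed without D4 0.191). Cross-linking -0.056 to 0.147 (sign changed without D5 -0.056, D6 -0.024, D7 -0.03, N3 -0.05 and N4 -0.053). Collagen -0.207 to -0.038 (lost without D1 -0.047, D2 -0.038, D3 -0.105, D4 -0.157, D5 -0.139, D7 -0.181, N1 -0.096, N2 -0.1 and N3 -0.118). Endothelial -0.064 to 0.034 (sign changed without D1 -0.035, D2 -0.023, D4 -0.028, D6 -0.018, D7 -0.001 and N2 -0.064). Fatty acid oxidation 0.043 to 0.152 (lost without D2 0.102, D3 0.053, D4 0.051, D6 0.057, D7 0.045, N1 0.132, N3 0.117 and N4 0.043). Glycolysis -0.149 to 0.03 (sign changed without D4 0.03). The median log2 fold change, haemoglobin (blood) genes, was -2.023 to -1.518 (lost without D7 -1.673, N1 -1.833, N2 -1.648 and N3 -1.796). Keratinocyte -0.395 to 1.478 (sign changed without N1 -0.395). The median log2 fold change, lipogenesis genes, was -0.769 to -0.355 (lost without D4 -0.687, D7 -0.736 and N2 -0.713). Matricellular -0.117 to 0.023 (sign changed without D1 0.023 and N1 0.005). MHC class I 0.13 to 0.25 (lost without D2 0.133, D4 0.176, D5 0.216, D6 0.14, D7 0.211, N1 0.184, N2 0.13 and N3 0.239). MHC class II 0.315 to 0.477 (passed without D1 0.431 and D3 0.418). NADPH oxidase 0.174 to 0.313 (passed without D1 0.274 and N4 0.301). Nerve and Schwann cell 0.094 to 0.222 (passed without D1 0.222). Osteoclast -0.623 to -0.359 (lost without N1 -0.513). Mitochondrial oxidative phosphorylation -0.041 to 0.085 (sign changed without D1 -0.041, D2 -0.008, D3 -0.008, D4 -0.01, D5 -0.025, N1 -0.012 and N2 -0.027). Pan-macrophage 0.322 to 0.579 (lost without D3 0.44, D4 0.405, D5 0.432, D6 0.477, D7 0.413, N1 0.438, N2 0.44 and N3 0.322). Sterol synthesis -0.224 to 0.198 (sign changed without D2 -0.066 and N1 -0.224). No wound changed this for adipocyte -0.709 to -0.242, B and plasma cell 0.619 to 0.823, branched chain amino acid -0.163 to -0.114, fibroblast and myofibroblast -0.271 to -0.06, glucocorticoid response 0.279 to 0.527, hypoxia -0.258 to -0.11, interferon-stimulated -0.778 to -0.5, neutrophil 0.159 to 0.427, PPAR target 0.305 to 0.394, pro-inflammatory macrophage 0.146 to 0.55, proliferation 0.288 to 0.613, sebaceous gland -0.262 to -0.078, skeletal muscle 0.278 to 1.43 and T and NK cell 0.05 to 0.332.

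The sign also changed when 1 wound was left out for the following genes, which were not called with all wounds and no covariate. With the keratinocyte score, S100A12 was called (adjusted p = 0.0226, limma). CEBPD -0.051 to 0.135 (without D5 -0.051 and N1 -0.029). ECHS1 -0.021 to 0.039 (without D1 0.01, D4 0.039, D6 0.006, N2 0.007 and N3 0.004). LAMA3 -0.139 to 0.395 (without D1 -0.03, D2 -0.033 and N1 -0.139). LOC110255312 -0.154 to 1.475 (without N1 -0.154). LYZ -0.533 to 1.24 (without N1 -0.533). PDIA3 -0.036 to 0.05 (without D5 -0.031, D6 -0.019, D7 -0.018, N2 -0.036 and N3 -0.02). S100A12 -1.649 to 0.662 (without D4 0.662, N2 0.125 and N4 0.007). SERPINH1 -0.051 to 0.153 (without D5 -0.051, D6 -0.023, D7 -0.026, N3 -0.023 and N4 -0.016). SPARC -0.199 to 0.191 (without D1 0.104, D2 0.16, N1 0.191 and N2 0.02).

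Over all alternatives, the adjusted p of fry or camera (limma) ran from 0.00162 to 0.68 for the adipocyte list, from 0.0165 to 0.521 for the alternatively activated macrophage list, from 0.0205 to 0.521 for the antioxidant list, from 1.07e-08 to 0.139 for the B and plasma cell list, from 0.000272 to 0.525 for the branched chain amino acid list, from 0.488 to 0.989 for the cross-linking list, from 0.013 to 0.68 for the collagen list, from 0.321 to 0.928 for the endothelial list, from 0.00297 to 0.521 for the fatty acid oxidation list, from 0.0539 to 0.825 for the fibroblast and myofibroblast list, from 0.00297 to 0.228 for the glucocorticoid response list, from 0.0967 to 0.899 for the glycolysis list, from 0.00441 to 0.308 for the haemoglobin (blood) list, from 0.00337 to 0.521 for the hypoxia list, from 9.97e-14 to 0.228 for the interferon-stimulated list, from 0.0507 to 0.952 for the keratinocyte list, from 7.43e-05 to 0.521 for the lipogenesis list, from 0.0507 to 0.994 for the matricellular list, from 0.00822 to 0.521 for the MHC class I list, from 0.00305 to 0.721 for the MHC class II list, from 0.0151 to 0.502 for the NADPH oxidase list, from 0.0163 to 0.521 for the nerve and Schwann cell list, from 0.0481 to 0.661 for the neutrophil list, from 0.00275 to 0.228 for the osteoclast list, from 0.301 to 0.996 for the mitochondrial oxidative phosphorylation list, from 3.48e-05 to 0.416 for the pan-macrophage list, from 2.19e-09 to 0.139 for the PPAR target list, from 0.0995 to 0.798 for the pro-inflammatory macrophage list, from 4e-05 to 0.592 for the proliferation list, from 0.0134 to 0.68 for the sebaceous gland list, from 0.175 to 0.721 for the skeletal muscle list, from 0.207 to 0.996 for the sterol synthesis list and from 0.317 to 0.992 for the T and NK cell list.

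The wounds were also split into 7 and 4 in 100 ways drawn with a fixed seed, the real one included, and in brackets is the number of splits with a result as large. Each list was taken alone, without adjustment over the 33 lists. On that basis few splits matched the medians of the B and plasma cell (1), glucocorticoid response (4), interferon-stimulated (1), lipogenesis (1), MHC class II (1), NADPH oxidase (3), pan-macrophage (3) and PPAR target (1) lists, of which MHC class II and NADPH oxidase did not pass fry. These lists were written after Table S1 had been read and hold from 2 to 14 of its genes, which were chosen on the real split. For these lists the splits alone cannot exclude chance. The haemoglobin (blood) (2) median was not adjusted over the 33 lists either and rests on 2 tested genes, so chance stays possible for it. The splits exchange wounds, with 1 minipig per group, so they cannot exclude a difference between the minipigs. Chance among the wounds can be excluded for the counts of genes higher (1) and lower (1) in diabetic wounds. It cannot be excluded for the medians of the adipocyte (18), alternatively activated macrophage (5), antioxidant (16), branched chain amino acid (8), cross-linking (100), collagen (53), endothelial (95), fatty acid oxidation (32), fibroblast and myofibroblast (42), glycolysis (59), hypoxia (17), keratinocyte (76), matricellular (78), MHC class I (8), nerve and Schwann cell (15), neutrophil (7), osteoclast (11), mitochondrial oxidative phosphorylation (96), pro-inflammatory macrophage (29), proliferation (19), sebaceous gland (8), skeletal muscle (32), sterol synthesis (90) and T and NK cell (38) lists. For the Table S1 genes called in the same direction (1) the splits decide nothing, since these genes were chosen on the real one.

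A single read on a gene of 2 kb is 0.0112 to 0.0194 FPKM, so the values of genes near 0 move in steps of that size. The filter left 234 of the 1015 genes in Table S1 untested, and 303 of the 1015 have means under 1 FPKM in both groups. On simulated wounds, 7 against 4, the same test called genes at this number of wounds, so the number alone does not rule out calls.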

Differences from the paper's values

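The paper's counts at its thresholds are 1015 genes, 467 of them higher and 548 lower, against 419 genes, 188 higher and 231 lower, here (limma). The paper tested raw counts with DESeq2, which was not run here, so the counts of called genes are not like for like. Of the alternatives set before the data were examined, library weights came within 1.5 times of all 3 counts, with 822, 406 and 416, and 216 of its genes are not in the paper's Table S1. Both pseudocounts, both filters, median-of-ratios scaling, quantile normalization, the robust spread, the replicate block, the side letter, voom and each omission of 1 wound did not. Of the paper's 1015 genes, 997 had the same sign of the ratio of mean FPKM here, with a median absolute difference of 0.0026 on the log2 scale, 781 passed the filter and 414 were called in the same direction. In 632 of the 1015 (62.27%) every diabetic wound lay on the same side of every non-diabetic wound.

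The paper calls 43 genes it names that were not called here. Settings set before the data were examined that called some of them follow. Pseudocount 0.1, FDX1. No filter, CYP1A1, MAP6, OPCML and PON3. Quantile normalization, COL8A1, FN1, SLA-DOB and TGFB3. Robust spread, SLA-DRA. Library weights, ACSS1, CD22, CD74, COL8A1, FBN1, FCGR3A, FDX1, FGF2, GGT5, LOC100625479, MAT1A, OLR1, PTGES, SHC2, SLA-DRA and TGFB3. Without diabetic replicate 1, CD22, CD74, FBN1 and FDX1. Without diabetic replicate 2, ACSS1, COL8A1, FDX1 and SHC2. Without diabetic replicate 3, FDX1, ICAM3, SLA-DOB and SLA-DRA. Without diabetic replicate 4, IL1R2 and PTGES. Without diabetic replicate 5, COL8A1. Without diabetic replicate 6, FDX1 and TGFB3. Without non-diabetic replicate 2, FBN1. With voom on genes with 10 reads in 4 libraries, chosen after seeing the values, COL25A1, CYP1A1, GRIK2, MAP6, OPCML, PON3 and SLC27A6 were among those called, and 530 of the paper's 1015 called genes were not. With the keratinocyte score as covariate, chosen after seeing the values, ACSS1, CD22, CD74, FCGR3A, FDX1, GGT5, IL1R2, LOC100625479, PTGES and SLA-DRA were among those called, and 558 of the paper's 1015 called genes were not. With the adipocyte score as covariate, chosen after seeing the values, FBN1, FDX1 and SHC2 were among those called, and 540 of the paper's 1015 called genes were not.

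The paper states that TNF is higher in diabetic wounds, and its log2 fold change was 0.76 with an adjusted p of 0.275 (limma), with the same sign of the ratio of means. It states that genes related to fatty acid oxidation are lower. Of the 15 genes that it gives for fatty acid metabolism, all had the same sign of the ratio of means as in the paper and 11 of the 13 tested were called lower. Of 27 tested genes of the list written for it, 0 were called lower and CPT1A (2.07) and SLC25A20 (1.11) were called higher (limma), as in the paper's own Figure 2B, with ACAD10 at -0.36 (adjusted p = 0.0495). It gives LAMA3 among genes lower in diabetic wounds, and its log2 fold change was 0.13 (adjusted p = 0.910, limma), with the sign changing under several alternatives. LAMA3 is not in Table S1, and LAMC3, which is, had -0.80 (adjusted p = 0.104, limma). IFITM1 is in Table S2 and not in Table S1, and had 0.17 (adjusted p = 0.676, limma). The paper's CELF2 is higher, as LOC110258135 on an unplaced scaffold was (1.00), while CELF2 on chromosome 10 was lower (-0.56, adjusted p = 0.0126, limma).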

Other observations

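The tests in this part were planned and no explanation was tested. For the proteins that the paper stained, MRC1, the gene of CD206, had 22.1 ± 3.20 FPKM (SD, n = 7) in diabetic and 13.0 ± 1.16 FPKM (SD, n = 4) in non-diabetic wounds (log2 fold change 0.73, adjusted p = 0.00585, limma), whereas the paper reports fewer CD206+ macrophages. CCR7 had a log2 fold change of 0.51 (adjusted p = 0.491, limma), and KRT14 (LOC110255312) one of 0.56 (standard error 1.24, adjusted p = 0.860, limma). MPO lay under the filter, with 0.280 and 0.335 FPKM (two-sided exact permutation test, p = 0.715). RNA and staining were not measured on the same scale or compared wound by wound.

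The lists not reported at a claim had these median log2 fold changes, with the adjusted p of fry (limma) in brackets: keratinocyte 0.573 (0.635), fibroblast and myofibroblast -0.198 (0.438), endothelial 0.004 (0.635), adipocyte -0.502 (0.279), sebaceous gland -0.203 (0.106), skeletal muscle 1.233 (0.621), nerve and Schwann cell 0.159 (0.106), hypoxia -0.168 (0.106), proliferation 0.419 (0.251) with 27 of 27 genes higher, and sterol synthesis 0.062 (0.994), whose mean was -0.008 and whose test pointed down. Of the list of sex genes, SRY and EIF1AY were matched and were at 0 FPKM in all wounds, so it was not tested. The letter L or R in the library names, whose meaning the paper does not give, was tested in limma together with the group, and 0 genes were called for it, against 60 at an unadjusted p under 0.05.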
